# A High Protein Diet during Pregnancy Affects Hepatic Gene Expression of Energy Sensing Pathways along Ontogenesis in a Porcine Model

**DOI:** 10.1371/journal.pone.0021691

**Published:** 2011-07-18

**Authors:** Michael Oster, Eduard Murani, Cornelia C. Metges, Siriluck Ponsuksili, Klaus Wimmers

## Abstract

In rodent models and in humans the impact of gestational diets on the offspring's phenotype was shown experimentally and epidemiologically. The underlying programming of fetal development was shown to be associated with an increased risk of degenerative diseases in adulthood, including the metabolic syndrome. There are clues that diet-dependent modifications of the metabolism during fetal life can persist until adulthood. This leads to the hypothesis that the offspring's transcriptomes show short-term and long-term changes depending on the maternal diet. To this end pregnant German landrace gilts were fed either a high protein diet (HP, 30% CP) or an adequate protein diet (AP, 12% CP) throughout pregnancy. Hepatic transcriptome profiles of the offspring were analyzed at prenatal (94 dpc) and postnatal stages (1, 28, 188 dpn). Depending on the gestational dietary exposure, mRNA expression levels of genes related to energy metabolism, N-metabolism, growth factor signaling pathways, lipid metabolism, nucleic acid metabolism and stress/immune response were affected either in a short-term or in a long-term manner. Gene expression profiles at fetal stage 94 dpc were almost unchanged between the diets. The gestational HP diet affected the hepatic expression profiles at prenatal and postnatal stages. The effects encompassed a modulation of the genome in terms of an altered responsiveness of energy and nutrient sensing pathways. Differential expression of genes related to energy production and nutrient utilization contribute to the maintenance of development and growth performance within physiological norms, however the modulation of these pathways may be accompanied by a predisposition for metabolic disturbances up to adult stages.

## Introduction

The relationship between the intrauterine adaptive response to adverse changes in the biological environment with persistent postnatal effects and permanent consequences on the phenotype is termed ‘fetal programming’. Due to developmental plasticity, interactions between genotype and environment lead to adaptations in gene expression and ultimately to a modified phenotype [1]. In various human and animal studies it was shown that low maternal protein intake during pregnancy is associated to low birth weight, and subsequently to disorders of metabolic health as well as body composition of the offspring [2]–[5]. Interestingly, it has been demonstrated that a low protein diet fed to pregnant dams will lead to intrauterine growth retardation (IUGR) and reduced birth weight [6]–[10]. Moreover, there are cues that diet-dependent modifications of the metabolism induced during fetal life can persist until adulthood. These observations were summarized to generate the ‘thrifty phenotype hypothesis’ [11] suggesting that a poor fetal nutrient supply causes low birth weight and increases the risk for adult metabolic disease. Less is known about possible effects of gestational high protein diets on offspring development and later health. It has been previously shown in rats, mice, and pigs that maternal excess protein intake during pregnancy is associated to IUGR, and results suggest that this is related to net energy deficiency in the gestating dam [12]–[14]. Interestingly, epidemiological studies in women show that high protein intakes during pregnancy can also result in fetal growth retardation [15]–[17]. Here, we fed a very high protein excess (30% CP) in order to promote effects on the offspring at the molecular (transcriptome, proteome) and organismal level.

Altered circulating levels of a number of metabolically active hormones like insulin or cortisol and mitochondrial energy-producing pathways are involved in the short term regulatory and long-term adaptive processes association with nutritional programming [2], [18]–[20]. Because the liver is the central metabolic organ and its activities are essential for storage, utilization, and partitioning of nutrients it is the major target of molecular mechanisms leading to the establishment of a metabolic memory. Studies on nutritional programming were mainly done in rodent animal models and most studies were focused on biochemical and transcriptional changes of selected candidate metabolic and/or signaling pathways and their related genes at particular developmental stages. However, longitudinal holistic studies of the modulation of the offspring transcriptome due to maternal dietary supply during pregnancy are scarce. In order to contribute to a comprehensive inventory of genes and functional networks that are targets of nutritional programming initiated during fetal life, we applied whole-genome microarrays for expression profiling in a longitudinal experimental design covering prenatal, perinatal, juvenile and adult ontogenetic stages. A porcine model was used, where pregnant sows were fed either a gestational high protein diet or an adequate protein diet on an isoenergetic basis to investigate the effects on hepatic gene expression in their fetuses and offspring. We focussed on four key developmental stages to gain knowledge regarding the complex regulatory mechanisms between different dietary protein levels during pregnancy and the transcriptome level of the offspring.

There are multiple factors for the development of intrauterine growth retardation, including maternal gestational diets, which are an issue in pig breeding. In this context it is of interest that lower birth weight piglets (

1.2 kg) later on show lower daily gains, higher body fat contents and lower muscle mass [21]. Moreover, the study comprises a valuable model for nutritional programming in humans, since pigs and humans share similarity in metabolism, physiology, anatomy and genome [22], [23]. These experimental data will complement existing findings from rodent models and epidemiological human data. In particular the high protein diet provides a model for dietary recommendations to combat obesity in human. The porcine model used here shows that the porcine offspring, which was exposed to an oversupply with protein during fetal development but had appropriate postnatal dietary conditions, was able to adapt in terms of their organismal phenotype [14], [24], [25]. In fact, in our experiment, newborns from sows that received a high protein supply during gestation had a significantly lower birth weight and in particular a lower body fat content than newborns of the control group. However, neither body weight, body composition, and cellularity of muscle and adipose tissue of weaning piglets, nor carcass weight, carcass composition, and meat quality at slaughter differed significantly among offspring of the HP and the AP group [14], [24], [25]. However, the transcriptomic analysis presented here, reveals that the hepatic expression profiles show altered responsiveness of energy sensing pathways and indicate a predisposition to metabolic disturbances up to adult stages.

## Results

We performed a longitudinal holistic study of the hepatic transcriptome modulation due to maternal gestational dietary supply in order to provide a comprehensive inventory of genes and functional networks that are targets of fetal nutritional programming using a porcine model. Regarding the effect of ‘fetal programming’ pregnant sows were fed either a high protein diet (HP) containing 30% crude protein or an isocaloric adequate protein diet (AP) containing 12% crude protein. We investigated their offspring's hepatic gene expression in one prenatal and three postnatal stages with the help of porcine 24 k-microarrays. 

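Liver RNA of HP offspring was hybridised to 63 porcine arrays, with 16 arrays at 94 dpc, 16 at 1 dpn, 15 at 28 dpn and 16 at 188 dpn, and 1 array per animal. The dams of all these animals received the diet with 30% crude protein. Arrays of AP offspring were not analysed here, so every value describes development within HP offspring and none describes a difference between the diets. The arrays hold 24123 probe-sets, of which 188 are controls, and 10069 of the other 23935 carry exactly 1 gene symbol. The deposited values are log2 signals, scaled by the authors so that the mean of the linear signals of each array, without the top and bottom 2%, is 500. Signals under 1 stand at 0 on the log2 scale. The comparisons in the paper used GCRMA values, MAS5 detection, a filter on the standard deviation and a mixed model with sex and mother, and the deposited values include none of these steps.
Each period compared the later stage with the earlier one, from 94 dpc to 1 dpn (period I), from 1 dpn to 28 dpn (period II) and from 28 dpn to 188 dpn (period III). A probe-set was tested where its signal was above the median of its array on at least 50% of the arrays of a stage. This gave 12839 probe-sets in period I, 13078 in period II and 12418 in period III. Changes are given on the log2 scale with their standard error (SE), and a change was called at a Benjamini-Hochberg adjusted p under 0.05 from limma's moderated test. Gene lists were tested as a whole with camera from the same package, with 1 probe-set per gene and at a preset inter-gene correlation of 0.01. The median change over all genes with a symbol was −0.027, −0.015 and −0.083 in periods I, II and III, and the medians of lists are given relative to it.
The number of arrays limits the precision. Changes were added to simulated arrays with the spread of the real ones. Of changes of 1 on the log2 scale 90%, 94% and 90% were recovered in the 3 periods, and 54%, 44% and 52% of changes of 0.5. Only 200 changed probe-sets were planted, far fewer than the 7309, 9375 and 4315 called in the real data. The adjusted threshold is stricter with so few changes, so these shares do not give the recovery in the real comparisons. The arrays come from sib pairs, and sex, mother and sib pair were not used here, so the animals are not all independent. The p-values do not allow for this. They may be too small or, where stages share litters, too large, which was not tested. Array medians were 7.38, 7.23, 6.83 and 6.72 from the youngest to the oldest stage, and the background, the 95th percentile of 23 control probe-sets without a target, was 6.10, 5.83, 5.65 and 5.64. RNAs added before labelling had a 3′ signal above their 5′ signal by 0.86, 1.89, 2.70 and 2.10, so labelling differed between the stages. The way of killing differed between the stages in periods I and II, so it went with age there. The fetuses of 94 dpc came from a separate experiment with other sows, so the experiment went with age in period I. The lightest and heaviest offspring were taken at 94 dpc and 1 dpn, and animals near the middle for growth at 28 dpn and 188 dpn. The choice by weight therefore went with age in period II. An overnight fast is described for 28 dpn and 188 dpn only, so it went with age in period II. No batch of hybridisation is named for the arrays.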

In total we found 12,477 probe-sets expressed at stage 94 dpc (1 dpn: 12,646; 28 dpn: 12,285; 188 dpn: 11,835) according to MAS5 analysis. Further filtering based on the variability of expression of probe-sets revealed 7,802 probe-sets for further analysis at stage 94 dpc (1 dpn: 10,253; 28 dpn: 7,971; 188 dpn: 8,950). These probes sets represent 5,887 genes at stage 94 dpc (1 dpn: 7,699; 28 dpn: 6,194; 188 dpn: 6,903) according to the recent annotation [26]. In order to identify molecular pathways affected by the gestational diets we first analysed differential expression between the dietary groups within each stage separately. The different dietary exposure of the offspring during prenatal development can be expected to cause slight shifts of the developmental age of the offspring that may be reflected by subtle changes of the transcriptome and could hamper the identification of direct effects of the gestational diets on the hepatic expression. Secondly, we analysed the differences among both experimental groups regarding the more long-term and more pronounced changes of expression patterns between the adjacent stages. In total we found 13,459 probe-sets expressed within 94 dpc and 1 dpn (1 dpn and 28 dpn: 13,557; 28 dpn and 188 dpn: 12,629) according to MAS5 analysis. After the filtering steps described above, 10,462 probe-sets were detected within 94 dpc and 1 dpn (1 dpn and 28 dpn: 10,636; 28 dpn and 188 dpn: 8,686). These probes sets represent 7,817 genes within 94 dpc and 1 dpn (1 dpn and 28 dpn: 7,940; 28 dpn and 188 dpn: 6,704). Notably, q-values between ontogenetic stages within diet were remarkable lower (

) than between diets within stage (

).

### Comparisons between HP and AP within stages

Expression of mRNA was compared in HP and AP offspring within each ontogenetic stage (Figure 1). At stage 94 dpc 7 probe-sets differed significantly between HP and AP fetuses (1 increased). It was not possible to assign those genes to significant regulated metabolic pathways. In perinatal piglets (stage 1 dpn) 878 probe-sets differed between HP offspring (503 for HP

AP) and AP offspring. Ingenuity Pathway Analysis indicates enrichment of molecular routes related to energy metabolism, lipid metabolism, N-metabolism, cellular growth and immune response (Table 1). In particular, genes associated with oxidative phosphorylation (OXPHOS), biosynthesis of steroids, and valine, leucine and isoleucine degradation were found diminished in HP offspring. Furthermore, genes associated with RAN signaling as well as PPARGC1a and PRKAA2 showed an increased expression in HP offspring at stage 1 dpn. Analysis towards common regulation of genes higher expressed in HP than AP revealed 217 potential regulatory elements (RE) (177 for HP

AP) that corresponded to 103 transcription factors (TF) (107 for HP

AP). In juvenile piglets (stage 28 dpn) 498 probe-sets differed between HP and AP offspring. The expression of 274 probe-sets was increased in the HP offspring compared with AP offspring. At juvenile stage, pathways of lipid metabolism and N-metabolism were enriched. Genes associated with fatty acid metabolism, and valine, leucine and isoleucine degradation showed a decreased mRNA expression in HP offspring. Analysis using DiRE identified 125 RE within the genes up-regulated in HP (103 for HP

AP) that were associated with 101 TF (100 for HP

AP). In adult pigs (stage 188 dpn) 1,903 probe-sets were significantly different between HP and AP offspring. Of these 1,177 probe-sets showed higher expression and 726 probe-sets showed lower expression in HP than in AP. The mRNA expression levels of genes associated with glucocorticoid receptor signaling, RAN signaling, PPAR signaling and IGF-1 signaling as well as fatty acid elongation in mitochondria and mitochondrial dysfunction were increased in HP offspring. The genes up-regulated in HP compared to AP were related to 117 (118 for HP

AP) TF that fitted 448 potential RE (190 for HP

AP). No genes were found consistently differentially expressed between the groups along all examined stages. However, at 1 dpn and 188 dpn 142 probe-sets were differentially regulated in both stages between HP and AP.

**Figure 1:**
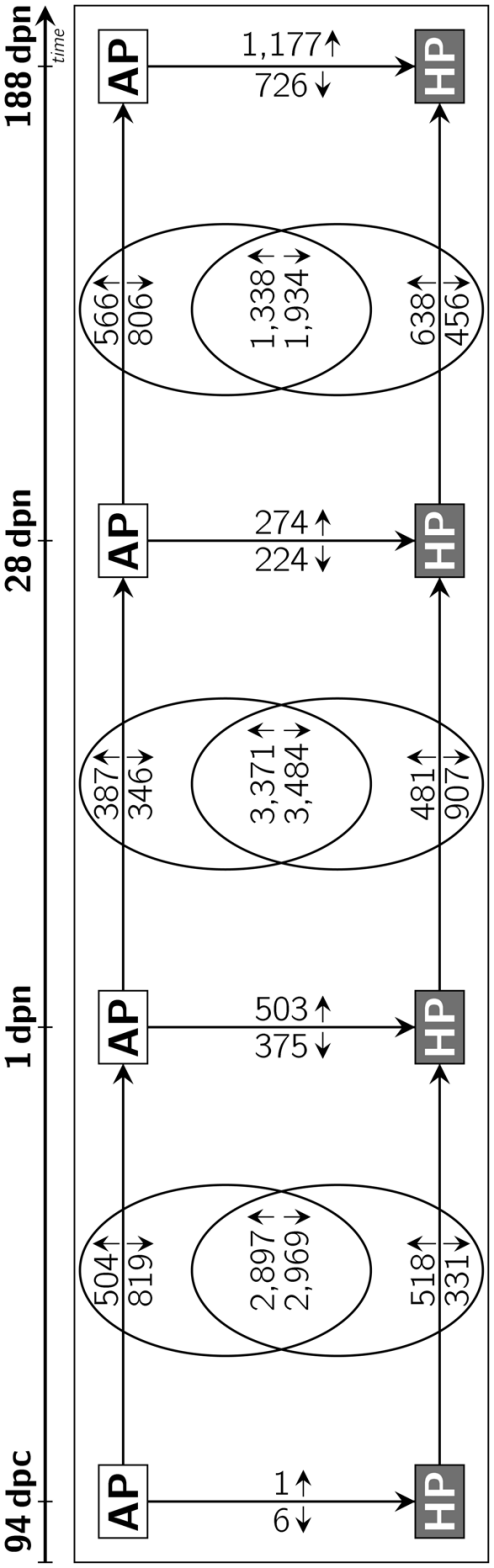
Number of regulated probe-sets in liver tissue. The numbers at the horizontal arrows indicate the quantity of probe-sets significantly regulated between the adjacent ontogenetic stages in either AP or HP offspring, whereas the numbers in the intersections indicate the quantity of probe-sets commonly regulated between stages in AP and HP offspring. The numbers at vertical arrows are the number of probe-sets differentially expressed between AP and HP offspring at the same ontogenetic stage (arrows between boxes show direction of the comparisons; small arrows to top = up-regulated, small arrows to bottom = down-regulated probe-sets).

**Table 1:** Significantly regulated transcripts of metabolic pathways in liver tissue within different ontogenetic stages (Ingenuity Pathway Analysis).

Ontogenetic stage	Regulated pathway	Regulation	*P* value	No. of regulated genes	Genes involved in pathway
94 dpc	-	-	-	-	-
1 dpn	RAN signaling	up	4.57*E-7	6	IPO5, KPNA3, KPNB1, RAN, RANBP2, TNPO1
	Oxidative phosphorylation	down	2.01*E-15	23	ATP5H, ATP5I, ATP5L, ATP6V0D1, COX6A1, COX6B1, COX6B2, COX7A2, COX7B, COX8A, NDUFA3, NDUFA4, NDUFA13, NDUFB1, NDUFB5, NDUFB6, NDUFB7, NDUFB11, NDUFS7, NDUFS8, SDHB, TCIRG1, UQCR11
	Biosynthesis of steroids	down	1.19*E-10	10	DHCR7, EBP, FDFT1, FDPS, HMGCR, IDI1, MVK, NQO2, PMVK, SQLE
	Val, Leu, Ile degradation	down	3.41*E-2	4	ACAA1, ACAA2, ACAT2, HMGCS1
28 dpn	Val Leu, Ile degradation	down	6.50*E-4	5	ALDH1A1, ALDH7A1, HADHA, HMGCS1, IVD
	Fatty acid metabolism	down	9.55*E-3	5	ACOX1, ALDH1A1, ALDH7A1, HADHA, IVD
188 dpn	Glucocorticoid receptor signaling	up	1.75*10-3	25	A2M, AKT3, CD163, FOS, GRB2, GTF2A2, GTF2E2, GTF2F2, HSP90AA1, HSPA8, HSPA9, ICAM1, IL10, JAK1, MAP2K1, MAPK1, MAPK14, PPP3CB, RRAS2, STAT5B, SUMO1, TAF4, TAF7, TAF15, TGFBR2
	RAN signaling	up	8.21*10-3	4	IPO5, KPNA1, KPNA6, RAN
	IGF-1 signaling	up	3.62*10-3	12	AKT3, CSNK2A1, FOS, GRB2, IGF1, MAP2K1, MAPK1, PRKAR1A, RRAS2, YWHAG, YWHAQ, YWHAZ
	PPAR signaling	up	3.82*10-2	9	FOS, GRB2, HSP90AA1, IL18, MAP2K1, MAP4K4, MAPK1, RRAS2, STAT5B
	Fatty acid elongation in mitochondria	up	1.42*10-3	5	ACAA2, HADHB, HSD17B4, PECR, PPT1
	Mitochondrial dysfunction	up	3.63*10-3	12	AIFM1, APP, CYCS, GLRX2, MAOA, NDUFB3, NDUFB6, NDUFS1, PDHA1, PSEN1, SOD2, UQCRB

The comparison between the dietary gestational protein levels (HP vs. AP) is shown in dependence of the regulatory direction (up or down).

### Differences of longitudinal ontogenetic regulation among HP and AP offspring

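From 94 dpc to 1 dpn genes of drug metabolism rose and genes of red cell precursors fell in the liver of HP offspring. Of 12839 probe-sets tested 2940 rose and 4369 fell, which is 56.9%, and the others did not pass the test. Of 20 genes of cytochrome P450 and drug metabolism 16 rose, 2 fell and 2 did not pass the test, and the median of the list was 2.13 relative to all genes (adjusted p = 1.98e-06, adjusted p = 0.00728 with an estimated correlation). CYP2E1, which oxidises ethanol and fatty acids, rose by 5.45 (SE 0.25, adjusted p = 4.31e-18), and SULT2A1, a sulfotransferase of steroids and bile acids, by 4.68 (SE 0.25, adjusted p = 8.05e-17). Of 12 genes of red cell precursors 11 fell and none rose, with a median of −2.12 (adjusted p = 1.83e-08, adjusted p = 0.0296 with an estimated correlation). AHSP, the chaperone of alpha globin, changed by −4.67 (SE 0.20, adjusted p = 3.32e-19), and HBM, a globin, by −3.70 (SE 0.15, adjusted p = 3.01e-19). All 6 measured genes of the fetal liver list fell, with a median of −1.20 (adjusted p = 0.00305, adjusted p = 0.0279 with an estimated correlation), among them PEG10 with −2.24 (SE 0.53, adjusted p = 6.29e-04) and PLAGL1 with −1.87 (SE 0.20, adjusted p = 1.62e-09). Markers of neutrophils and myeloid precursors fell in 8 of 11 genes and rose in 2, without passing as a list (adjusted p = 0.0563), and the list passed after quantile normalization (adjusted p = 0.0383) and without a filter on level (adjusted p = 0.0362). The counts of these 4 lists were equal adjusted over the list alone.
Several lists of fuel metabolism also rose, but only at the preset correlation. Fatty acid oxidation rose in 15 of 19 genes and fell in 1 (adjusted p = 2.11e-05, adjusted p = 0.273 with an estimated correlation), with 2.30 (SE 0.16, adjusted p = 9.58e-14) for CPT1A, which admits fatty acids to mitochondria, and 2.34 (SE 0.15, adjusted p = 1.64e-14) for ACADVL, the first enzyme of their oxidation. The urea cycle and amino acid catabolism rose in 10 of 17 genes and fell in 1 (adjusted p = 4.01e-04, adjusted p = 0.273 with an estimated correlation). Its member HPD, an enzyme of tyrosine breakdown, changed by 9.12 (SE 0.65, adjusted p = 1.46e-13) and was above background on 6 of 16 arrays at 94 dpc. The size of the change of HPD is therefore not exact. Gluconeogenesis rose in 5 of 7 genes (adjusted p = 0.0143, adjusted p = 0.273 with an estimated correlation), led by PC with 1.34 (SE 0.11, adjusted p = 2.27e-12). The degradation of branched-chain amino acids rose in 10 of 14 genes and fell in 1 (adjusted p = 0.00541, adjusted p = 0.273 with an estimated correlation), with 1.27 for PCCA and 1.18 for MUT. As many genes of these 4 lists rose adjusted over the list alone (15, 10, 5 and 10), and 2, 1, 0 and 1 fell.
Among probe-sets whose arrays did not overlap between the stages, LRG1 and GNMT also rose, by 4.79 and 4.73. ETNPPL, CRP, TP53INP2, PON3, SULT1E1 and ANGPTL4 rose from signals above background on only 2, 7, 1, 1, 8 and 4 of 16 arrays at 94 dpc, so their changes have no order. The blood group gene RHCE and ISYNA1, an enzyme of inositol synthesis, fell with −5.25 and −3.54. The seminal plasma protein PSP-II, PNPLA3, PHACTR3, CST6 and SLC2A5 fell to signals above background on 6, 10, 4, 5 and 9 of 16 arrays at 1 dpn. EPDR1 was above background on none of the arrays of 1 dpn and was at least 3.80-fold lower there.

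**Figure D1:**
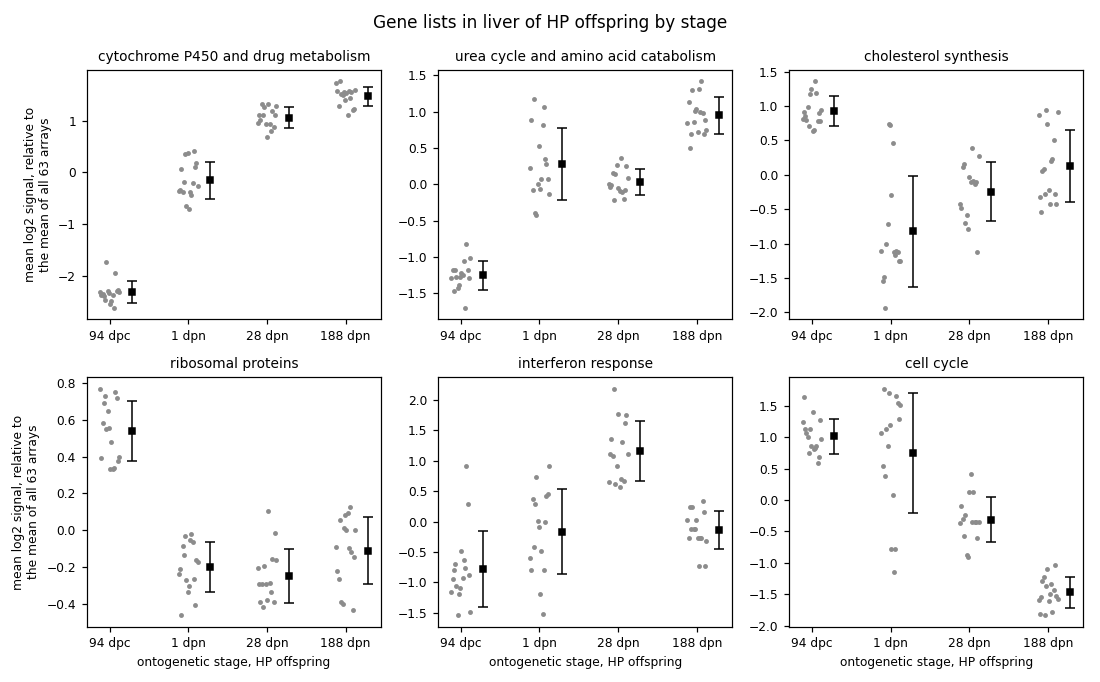
Mean log2 signal of 6 gene lists at the 4 stages, relative to the mean of all 63 arrays. Grey points are arrays, and squares with bars are the mean ± SD of a stage; the list of drug metabolism lies at −2.31 at 94 dpc and at 1.47 at 188 dpn.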

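Between 1 dpn and 28 dpn fetal transcripts fell in the liver of HP offspring. Markers of macrophages and of T and NK cells rose, but their lists passed only at the preset correlation and not at an estimated one. Of 13078 probe-sets 3764 rose and 5611 fell, which is 71.7%. Signs of RNA quality moved as well, and the mean 3′ to 5′ difference of actin was 1.59 at 1 dpn and 3.66 at 28 dpn. In the fetal liver list 4 of 5 genes fell, also adjusted over the list alone, with a median of −3.82 (adjusted p = 0.00213, adjusted p = 0.0493 with an estimated correlation). AFP, the fetal counterpart of albumin, changed by −8.14 (SE 0.15, adjusted p = 5.02e-29), and PEG10, an imprinted gene, by −5.43 (SE 0.57, adjusted p = 5.73e-10). Markers of macrophages rose in 8 of 12 genes and fell in 1 (adjusted p = 0.00233, adjusted p = 0.477 with an estimated correlation), led by FCER1G and TYROBP, subunits of immune receptors, with 2.11 (SE 0.15, adjusted p = 6.01e-14) and 2.06 (SE 0.16, adjusted p = 4.69e-13). Markers of T and NK cells rose in 7 of 8 genes (adjusted p = 0.00213, adjusted p = 0.406 with an estimated correlation). GNLY, a protein of cytotoxic granules, was at background on all arrays of 1 dpn and was at least 17.9-fold higher at 28 dpn. CD8A, a receptor of T cells, rose by 2.76 (SE 0.37, adjusted p = 6.36e-08), and was above background on 5 of 16 arrays at 1 dpn. Genes of complement and coagulation rose in 16 of 21 and fell in 1 (adjusted p = 0.00101, adjusted p = 0.477 with an estimated correlation), among them MBL2, a lectin of the complement system, with 3.96 (SE 0.38, adjusted p = 8.68e-11) and C8G with 2.39 (SE 0.12, adjusted p = 3.57e-17). Markers of neutrophils and myeloid precursors went both ways, with 3 of 7 genes higher and 3 lower (adjusted p = 0.996). All these counts of immune lists were equal adjusted over the list alone.
Genes of the cell cycle fell in 23 of 29, also adjusted over the list alone, and none rose (adjusted p = 0.0033, adjusted p = 0.931 with an estimated correlation), with −2.13 (SE 0.38, adjusted p = 8.64e-06) for MCM4, a helicase of DNA replication, and −1.93 (SE 0.31, adjusted p = 1.43e-06) for TYMS, which makes thymidylate. Arrays 25, 27 and 28 of 1 dpn stood apart, with means over the list of −0.78, −1.15 and −0.78 relative to all 63 arrays, below the mean of 28 dpn (−0.31), while the other arrays of 1 dpn reached up to 1.77. Drug metabolism rose in 13 of 23 genes and fell in 2, but the list as a whole did not pass the test (adjusted p = 0.0719). Its member CYP3A29, among the probe-sets without overlap, rose by 6.96 (SE 0.38, adjusted p = 1.49e-16) and was above background on 13 of 16 arrays at 1 dpn. Of the 647 probe-sets that rose without overlap, the 10 genes with the largest changes also held KHK, CYP3A46, FOLR2, ISG12(A), CYP3A39, CYP26A1 and LOC100621559, from 3.56 for LOC100621559 to 5.51 for KHK. S100G, a calcium-binding protein, fell with −9.15 (SE 0.53, adjusted p = 9.84e-16). It was above background on 4 of 15 arrays at 28 dpn, so the size of its fall is not exact. ASNS, HPD and HSPA13 fell as well, with −3.88, −3.51 and −3.26. PEG3, RAB27B, UFL1 and SLC23A1 fell to signals above background on only 2, 6, 7 and 2 of 15 arrays at 28 dpn.
The share of the called probe-sets that rose was 40.1%, and it was 51.5% after quantile normalization and 54.6% after centring on the median of the tested probe-sets. In period I the shares were 40.2%, 48.2% and 50.9%, and in period III 35.4%, 47.3% and 56.2%. Several probe-sets of 1 gene were called in opposite directions for 85, 199 and 13 genes in periods I, II and III.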

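From 28 dpn to 188 dpn 1526 probe-sets rose and 2789 fell of the 12418 tested, which is 34.7%. Drug metabolism rose again, in 13 of 23 genes, while 2 fell (adjusted p = 9.39e-05, adjusted p = 0.0832 with an estimated correlation). CYP2A19, a P450 that clears the boar odour compound skatole, rose by 3.19 (SE 0.33, adjusted p = 4.05e-09), and CYP2B22, above background on 9 of 15 arrays at 28 dpn, by 2.89 (SE 0.33, adjusted p = 3.24e-08). Cholesterol synthesis rose in 4 of 13 genes and none fell (adjusted p = 0.015, adjusted p = 0.465 with an estimated correlation), with 1.00 (SE 0.15, adjusted p = 2.32e-06) for DHCR7 and 0.91 (SE 0.14, adjusted p = 5.56e-06) for TM7SF2, reductases of its last steps, and a still larger change of SC5D. In bile acid synthesis and transport 4 of 7 genes rose (adjusted p = 0.0187, adjusted p = 0.1 with an estimated correlation), led by CYP27A1 with 0.71 (SE 0.091, adjusted p = 1.92e-07); after quantile normalization this list no longer passed the test (adjusted p = 0.0511). All 4 measured genes of the fetal liver list fell (adjusted p = 0.00792, adjusted p = 0.0832 with an estimated correlation), among them PEG10 with −2.26. AFP changed by −3.83 from a mean log2 signal of 7.30 at 28 dpn, which puts it below the mean background of 5.64 at 188 dpn. The size of the fall of AFP is therefore not exact.
Markers of macrophages fell in 10 of 12 genes and rose in 1 (adjusted p = 0.00106, adjusted p = 0.0832 with an estimated correlation), with −2.65 (SE 0.40, adjusted p = 2.75e-06) for MARCO, a receptor for bacteria, and −0.98 (SE 0.11, adjusted p = 1.17e-08) for C1QA, a part of complement. Markers of neutrophils and myeloid precursors fell in 5 of 7 genes (adjusted p = 0.0407, adjusted p = 0.336 with an estimated correlation), among them S100A9 with −1.15 (SE 0.37, adjusted p = 0.0145) and S100A8 with −1.11. In the list of the circadian clock 3 of 7 genes rose and none fell (adjusted p = 0.0419, adjusted p = 0.0832 with an estimated correlation), namely PER1 with 1.31 (SE 0.12, adjusted p = 6.17e-10), DBP with 0.59 and NFIL3 with 0.57. The counts of all 7 lists were the same adjusted over the list alone.
The largest increases among probe-sets without overlap also held SLC3A1, a carrier of cystine, with 3.27 (SE 0.23, adjusted p = 2.87e-12) and above background on 10 of 15 arrays at 28 dpn, LPIN1, a phosphatase of lipid synthesis, and DDO, GPX3, PAPSS2, SGF29 and KYAT1, down to 1.49 for KYAT1. The largest decreases among probe-sets without overlap were SLC25A33, a mitochondrial carrier of pyrimidine nucleotides, with −3.31 (SE 0.29, adjusted p = 1.61e-10), FNTA with −3.06 and ALDH18A1 with −2.50. ISG15 with −2.44, RRM2 with −2.27, ISG12(A), DEFB1, CAMK2N1 and ANKRD29 followed, down to −1.84 for ANKRD29, and GPX7 fell to a signal above background on 7 of 16 arrays at 188 dpn.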

Considering two adjacent ontogenetic stages within one treatment group, significantly regulated transcripts were determined. The resulting gene lists were compared between HP and AP offspring at the corresponding ontogenetic periods. The intersection of commonly regulated genes between those comparisons was discarded because these regulations were likely due to physiologically developmental processes. Consequently only genes, whose regulation between two consecutive ontogenetic stages (period I: 94 dpc-1 dpn; period II: 1 dpn–28 dpn; period III: 28 dpn–188 dpn) was private to either the HP or the AP group were analysed. These genes display diet-dependent longitudinal transcriptomic regulation (Figure 1). Thus, genes and pathways identified as regulated in one offspring group were either unregulated or showed an opposite direction of regulation in the corresponding ontogenetic comparison within the other dietary group. 

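Of the 66 entries that Table 2 gives for AP offspring only, 39 were measured in HP offspring, counted once per period. Of these, 6 changed in HP offspring in the direction listed for AP offspring, 2 changed the other way and 31 did not pass the test. With an unadjusted p under 0.05 and an adjusted p under 0.25 the numbers were 11, 4 and 24, and with any probe-set of a gene 10, 1 and 28. PRKAA1, the catalytic subunit alpha 1 of AMPK, rose in period I by 0.47 (SE 0.14, adjusted p = 0.00463), while the probe-set that Table 4 names for it did not pass (−0.36, adjusted p = 0.0731). In period II MAPK14, a stress-activated kinase, rose by 0.25 (SE 0.10, adjusted p = 0.0282), and IVD, an enzyme of leucine breakdown, by 0.49 (SE 0.18, adjusted p = 0.0127). In period III NCOA1, a coactivator of nuclear receptors listed for 2 pathways, changed by −0.35 (SE 0.12, adjusted p = 0.0162), PPP2R1B, a subunit of protein phosphatase 2A, by −0.30 (SE 0.10, adjusted p = 0.0134) and the kinase MAP4K4 by −0.53 (SE 0.17, adjusted p = 0.014). The call of NCOA1 was lost after quantile normalization. In the opposite direction to the AP list, PRKAA2 fell by 0.40 on the log2 scale (SE 0.15, adjusted p = 0.0144) and TCIRG1, a subunit of a proton pump, rose by 0.42 (SE 0.13, adjusted p = 0.00505) in period II. Of TCIRG1, called probe-sets went both ways, and the fall of PRKAA2 was lost after quantile normalization (−0.02, adjusted p = 0.907). The study chose these genes because they did not change alike in HP offspring, so the counts are not independent evidence on that point. The difference between the diets was not tested here.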

Between fetal and perinatal stages (period I), there were 1,323 (504 for 1 dpn

94 dpc in AP) probe-sets showing levels and directions of regulation in the AP group that were different from the HP group. The mTOR signaling was found to be increased at stage 1 dpn while genes associated with RAN signaling were decreased (Table 2). In HP offspring 849 probe-sets showed ontogenetic regulation (518 for 1 dpn

94 dpc in HP) during the corresponding time period that is specific when compared to the AP group. The mRNA expression level of genes associated with glucocorticoid receptor signaling and RAN signaling in HP offspring was increased. 

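Of the 13 genes of glucocorticoid receptor signaling that Table 2 lists for HP offspring in period I, 7 were measured, of which 3 rose, 1 fell and 3 did not pass the test. GTF2H3, a subunit of the transcription factor TFIIH, rose by 0.61 (SE 0.11, adjusted p = 1.10e-05). HSPA1B, listed on the array as HSP70.2, is a heat shock protein that helps to fold the receptor, and it rose by 0.41 (SE 0.17, adjusted p = 0.0354). HMGB1, a chromatin protein, rose by 0.29 (SE 0.087, adjusted p = 0.00557). A2M, a protease inhibitor of plasma, changed by −0.41 (SE 0.11, adjusted p = 0.00149) and stood at 0.045 (adjusted p = 0.67) after quantile normalization. PRKACB, PTGES3 and MAPK9 did not pass the test. Of the 3 RAN signaling genes 2 were measured. KPNA3, an importin that carries proteins into the nucleus, rose by 0.30 (SE 0.12, adjusted p = 0.0378), and CSE1L, which returns importins to the cytoplasm, did not change past the threshold (0.035, adjusted p = 0.722). Without array 6 of 94 dpc, HSP70.2 and KPNA3 no longer passed (adjusted p = 0.0677 for KPNA3).
Adjusted over the list alone, 4 genes of the receptor list rose and 1 fell, and as a whole the list did not pass the test (adjusted p = 0.401). The study chose both lists on these samples, so these counts are not independent evidence. A wider list of RAN and nuclear transport, written without reference to the paper's genes, held 17 measured genes. Of these 5 rose, among them the importin KPNA2 with 0.87 (SE 0.18, adjusted p = 1.31e-04) and TNPO3 with 1.00, and 6 fell, among them the exportin XPO7 with −1.30 (SE 0.12, adjusted p = 2.87e-11) (adjusted p = 0.778; 6 rose and 7 fell adjusted over the list alone). The median of this list was 0.059 relative to all genes, while its mean lay below the median of all genes and the direction of the test was down. Among 18 heat shock proteins 7 rose and 4 fell (adjusted p = 0.749), with 2.60 (SE 0.34, adjusted p = 6.43e-08) for HSPB8 and −1.40 (SE 0.087, adjusted p = 4.52e-15) for HSP90AB1, a chaperone of the receptor; 7 rose and 5 fell adjusted over the list alone.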

Some genes participating in IGF-1 signaling, biosynthesis of steroids and growth hormone signaling were found to be decreased in HP perinatal piglets. 

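Of the 6 genes of IGF-1 signaling listed for period I, 4 were measured, and FOS and YWHAB fell while JUN and YWHAE did not pass the test. FOS, a subunit of the AP-1 transcription factor, changed by −1.59 (SE 0.51, adjusted p = 0.0089). YWHAB, an adaptor of the 14-3-3 family, changed by −0.25 (SE 0.091, adjusted p = 0.0196), a call lost after centring on the median of the tested probe-sets (adjusted p = 0.195). JUN, the partner of FOS, had −0.65 (SE 0.29, adjusted p = 0.0545) and passed without array 6 of 94 dpc (−0.69, adjusted p = 0.0462). Adjusted over the list alone 3 genes fell, and the list as a whole did not pass (adjusted p = 0.397). FOS was also the only measured gene of the 4 listed for growth hormone signaling. Of the 3 genes of steroid biosynthesis only DHCR7, the last enzyme of cholesterol synthesis, was measured, with −0.25 (SE 0.13, adjusted p = 0.103), and it passed after quantile normalization (−0.35, adjusted p = 0.0347). The study chose these lists on the same samples, so the counts are not independent evidence.
A wider list of cholesterol synthesis fell in 11 of 13 genes, also adjusted over the list alone, and none rose. HMGCS1, an early enzyme of the pathway, changed by −2.92 (SE 0.38, adjusted p = 6.95e-08), and MSMO1, a later one, by −2.69 (SE 0.38, adjusted p = 3.22e-07). The median of the list was −1.49 relative to all genes (adjusted p = 2.95e-05, adjusted p = 0.37 with an estimated correlation). Arrays 23, 24 and 26 of 1 dpn stood apart, with means over the list of 0.74, 0.73 and 0.46 relative to all 63 arrays, against a mean of 0.92 at 94 dpc and at most −0.29 on the other arrays of 1 dpn. FOS fell together with other immediate early genes, of which 10 of 17 fell and none rose, and 12 fell adjusted over the list alone. EGR1, a transcription factor induced within minutes of a stimulus, changed by −1.93 (SE 0.38, adjusted p = 5.21e-05), MYC by −1.77 (SE 0.24, adjusted p = 1.48e-07) and GADD45G by −1.99 (SE 0.32, adjusted p = 2.87e-06) (adjusted p = 0.0176 for the list, adjusted p = 0.641 with an estimated correlation). The way of killing differed between these stages, and its effect on these genes was not tested. FOS varied more at 94 dpc (SD 2.05, n = 16 arrays) than at 1 dpn (SD 0.74, n = 16 arrays).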

DiRE pointed to 201 potential RE matching 106 TF for the genes that are up-regulated at 1 dpn compared to 94 dpc in AP (292 RE with 110 TF for 1 dpn

94 dpc in AP; 217 RE with 97 TF for 1 dpn

94 dpc in HP, 136 RE with 91 TF for 1 dpn

94 dpc in HP). Comparing perinatal and juvenile piglets (period II) 733 probe-sets were regulated in a different manner in AP offspring than in HP offspring. Of these, 387 probe-sets showed up regulation and 346 probe-sets showed lower expression at higher age. Expression values of genes participating in AMPK signaling and the degradation of branched chain amino acids were increased, whereas genes associated with oxidative phosphorylation were decreased in AP offspring. In the same period 1,388 probe-sets exhibited ontogenetic regulation that was specific to HP offspring. Of these, 481 probe-sets showed an increased whereas 907 probe-sets showed a decreased mRNA expression. 

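In period II 7 of the 11 genes that Table 2 lists for oxidative phosphorylation in HP offspring rose, and 4 did not pass the test. NDUFS7, NDUFB1 and NDUFA2, subunits of complex I of the respiratory chain, rose by 0.63 (SE 0.11, adjusted p = 3.38e-06), 0.51 (SE 0.12, adjusted p = 3.46e-04) and 0.42 (SE 0.073, adjusted p = 7.53e-06). NDUFB11, NDUFS3, NDUFB7 and TCIRG1, whose called probe-sets disagreed, rose as well, and the call of the first 3 was lost after quantile normalization (adjusted p = 0.192, 0.532 and 0.202). ATP6V1H, ATP6V1F, NDUFA7 and ATP6V1D had changes from −0.0078 to 0.17. The list as a whole did not pass the test (adjusted p = 0.177; 7 rose adjusted over the list alone). A wider list of 58 nuclear-encoded subunits of the respiratory chain went both ways, with 24 higher and 8 lower, in the same numbers adjusted over the list alone (adjusted p = 0.381). NDUFA5 and NDUFS1 had the largest decreases with −1.45 (SE 0.17, adjusted p = 7.51e-09) and −1.34 (SE 0.088, adjusted p = 1.78e-14), and SDHC, a subunit of complex II, had the largest increase with 0.82 (SE 0.079, adjusted p = 8.29e-11). The direction of this list was down after quantile normalization (adjusted p = 0.0903). In period I the same list had risen in 42 genes and fallen in 2 (adjusted p = 5.66e-11, adjusted p = 0.372 with an estimated correlation; 42 and 3 adjusted over the list alone), with 1.21 (SE 0.12, adjusted p = 1.23e-10) for NDUFB3 and −1.39 (SE 0.21, adjusted p = 9.02e-07) for NDUFA1, whose called probe-sets went both ways.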

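Of the 5 genes listed for growth hormone signaling in period II 2 were measured. FOS rose by 0.70 (SE 0.22, adjusted p = 0.00554), and the kinase PIK3CG did not pass the test (−0.015, adjusted p = 0.965). With the labelling difference of the added RNAs as a covariate, which was chosen after seeing the data, FOS no longer passed (adjusted p = 0.111). Of the 14 genes listed for glucocorticoid receptor signaling 7 were measured, of which 6 fell and 1 rose. MAP3K7, a kinase of inflammatory signals, changed by −1.86 (SE 0.15, adjusted p = 1.01e-12). NR3C1, the glucocorticoid receptor itself, changed by −1.13 (SE 0.16, adjusted p = 3.49e-07), and CDKN1A, an inhibitor of the cell cycle, by −0.71 (SE 0.17, adjusted p = 5.70e-04). TAT, NCOA1 and VCAM1 fell as well, and TAT and VCAM1 were no longer called after centring on the median of the tested probe-sets. PCK2, the mitochondrial enzyme of gluconeogenesis, rose by 0.65 (SE 0.12, adjusted p = 2.11e-05), while its called probe-sets went both ways. As a whole the list did not pass the test (adjusted p = 0.177; 6 fell and 1 rose adjusted over the list alone). Both lists and that of oxidative phosphorylation were chosen by the study on these samples, so their counts are not independent evidence.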

Genes involved in oxidative phosphorylation and growth hormone signaling were increased in HP offspring, while glucocorticoid receptor signaling was found to be down regulated. Those genes that were higher expressed at 28 dpn compared to 1 dpn in the AP group only exhibited 165 potential RE that were associated with 99 TF as revealed by in-silico analysis (175 RE with 107 TF for 28 dpn

1 dpn in AP; 217 RE with 118 TF for 28 dpn

1 dpn in HP, 305 RE with 93 TF for 28 dpn

1 dpn in HP). When juvenile and young adult pigs (period III) are compared 1,372 probe-sets differed significantly (566 increased) in AP offspring. Genes higher expressed in older animals had 183 RE for 117 TF (254 RE with 103 TF for 188 dpn

28 dpn in AP). Genes participating in glucocorticoid receptor signaling, RAN signaling, mTOR signaling and PPAR signaling were found to be down regulated. In HP offspring 1,094 probe-sets were differently expressed (638 for 188 dpn

28 dpn in HP). In HP offspring genes involved in signaling pathways of IGF-1, AMPK, growth hormone and mTOR were up regulated as well as genes associated with fatty acid metabolism and degradation of branched chain amino acids. 

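In period III IGF1, the growth factor that the liver secretes under growth hormone, rose by 0.84 (SE 0.20, adjusted p = 0.00103) in HP offspring. It was the only gene of 4 measured among the 11 listed for IGF-1 signaling that passed, also adjusted over the list alone, and the list did not pass as a whole (adjusted p = 0.195). It was likewise the only gene of 3 measured among the 6 listed for growth hormone signaling (adjusted p = 0.263). IGF1R and PRKCZ, which stand in both lists, did not pass the test. For mTOR signaling 9 of 15 genes were measured, and 3 rose. EIF4B, a factor of translation, rose by 0.65 (SE 0.11, adjusted p = 1.53e-05), PPP2R5A, a regulatory subunit of protein phosphatase 2A, by 0.28 (SE 0.084, adjusted p = 0.00944) and STK11, the kinase that activates AMPK, by 0.18 (SE 0.071, adjusted p = 0.0463). EIF3E (0.36), RND3 (0.27) and 4 others did not pass. This list passed as a whole (adjusted p = 0.0119, adjusted p = 0.132 with an estimated correlation). For AMPK signaling 4 of 9 genes were measured, PPP2R5A and STK11 rose, PRKAG2 and PPM1D did not pass, and neither did the list (adjusted p = 0.0808). Adjusted over the list alone, the counts of the mTOR and AMPK lists were the same.
In a wider AMPK list, written without reference to the paper's genes, 5 of 10 genes rose and none fell (adjusted p = 0.0278, adjusted p = 0.0832 with an estimated correlation), with 0.79 (SE 0.12, adjusted p = 2.43e-06) for the adiponectin receptor ADIPOR2 and 0.49 (SE 0.19, adjusted p = 0.046) for PRKAA2. A wider mTOR list had 3 of 13 genes higher and 2 lower (adjusted p = 0.222), among them EIF4EBP2, a repressor of translation, with 0.57 (SE 0.11, adjusted p = 1.19e-04). The counts of these lists were also the same adjusted over the list alone. The study chose the Table 2 lists on these samples, so their counts are not independent evidence.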

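All 7 measured genes of the 9 that Table 2 lists for fatty acid metabolism rose in period III, also adjusted over the list alone. CYP51, a sterol demethylase (CYP51A1 in Table 2), rose by 0.81 (SE 0.20, adjusted p = 0.00193), AUH, a hydratase of leucine breakdown, by 0.80 (SE 0.15, adjusted p = 1.10e-04), IVD by 0.70 (SE 0.16, adjusted p = 0.0011) and ACADSB, a dehydrogenase of branched-chain acyl-CoA, by 0.60 (SE 0.092, adjusted p = 4.41e-06). PTGR1, ACADL and ACAA1 rose by less, and ACAA1 no longer passed after quantile normalization (adjusted p = 0.373). The median of the list was 0.69 relative to all genes (adjusted p = 1.61e-04, adjusted p = 0.0289 with an estimated correlation). Of the 9 genes listed for the degradation of branched chain amino acids 8 were measured and 6 rose, or 7 adjusted over the list alone. Besides the genes that it shares with the first list, PCCA, a carboxylase of propionyl-CoA, rose by 0.55 (SE 0.12, adjusted p = 5.34e-04), and DBT and HIBCH did not pass the test. This list had a median of 0.61 (adjusted p = 3.55e-04, adjusted p = 0.0832 with an estimated correlation). The study chose both lists on these samples, so they are not independent evidence. A wider list of fatty acid oxidation rose in 11 of 19 genes and fell in 2 (adjusted p = 0.00106, adjusted p = 0.0871 with an estimated correlation; 11 and 3 adjusted over the list alone). ACAA2, which releases acetyl-CoA, rose by 1.00 (SE 0.14, adjusted p = 8.24e-07), DECR1 by 0.64 (SE 0.16, adjusted p = 0.00244), and CPT1A, the rate-limiting step of the pathway, changed by −0.80 (SE 0.24, adjusted p = 0.00923).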

These genes covered 219 RE associated with 99 TF (160 RE with 105 TF for 188 dpn

28 dpn in HP). Furthermore, genes involved in purine and pyrimidine metabolism were found to be down regulated. 

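Of the 17 genes that Table 2 lists for purine metabolism in period III 12 were measured, of which 7 fell, 1 rose and 4 did not pass the test. RRM1, the large subunit of ribonucleotide reductase, changed by −1.23 (SE 0.14, adjusted p = 2.08e-08). PNPT1, an exoribonuclease of mitochondria, changed by −1.04 (SE 0.35, adjusted p = 0.0206), the ATPase ATP13A2 by −0.40 (SE 0.15, adjusted p = 0.0329) and the RNA helicase DDX39B (BAT1 in Table 2) by −0.37 (SE 0.087, adjusted p = 0.00113). POLR2G, NME1 and PRPS2 fell by less. PKM, a kinase of glycolysis that makes ATP (PKM2 in Table 2), rose by 0.33 (SE 0.071, adjusted p = 4.41e-04). Adjusted over the list alone 9 genes fell and 1 rose, and the list as a whole did not pass the test (adjusted p = 0.163). Of the 8 genes listed for pyrimidine metabolism 7 were measured and 5 fell, or 7 adjusted over the list alone (adjusted p = 0.0419 for the list, adjusted p = 0.0832 with an estimated correlation). All but DKC1, a pseudouridine synthase with −0.32 (SE 0.11, adjusted p = 0.0191), also stand in the purine list. Some settings lost the calls of NME1, DKC1, PRPS2, ATP13A2 and POLR2G. The study chose both lists on these samples, so they are not independent evidence.
Wider lists of nucleotide synthesis went both ways. In purine synthesis 3 of 16 genes rose and 4 fell (adjusted p = 0.756), with 0.71 (SE 0.17, adjusted p = 0.00127) for PPAT, the first enzyme of the pathway, and −0.66 (SE 0.20, adjusted p = 0.0116) for GART. The median of this list was 0.019 relative to all genes, while fry gave a downward direction. In pyrimidine synthesis 3 of 10 genes rose and 3 fell (adjusted p = 0.756). RRM2, the small subunit of ribonucleotide reductase, changed by −2.27 (SE 0.26, adjusted p = 2.87e-08), and the enzymes of pyrimidine breakdown DPYS and DPYD rose by 0.54 (SE 0.10, adjusted p = 1.20e-04) and 0.47 (SE 0.13, adjusted p = 0.00376). The counts of both lists were the same adjusted over the list alone.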

Figure 2 gives a comprehensive overview about the pathways found regulated between stages and diets.

**Figure 2:**
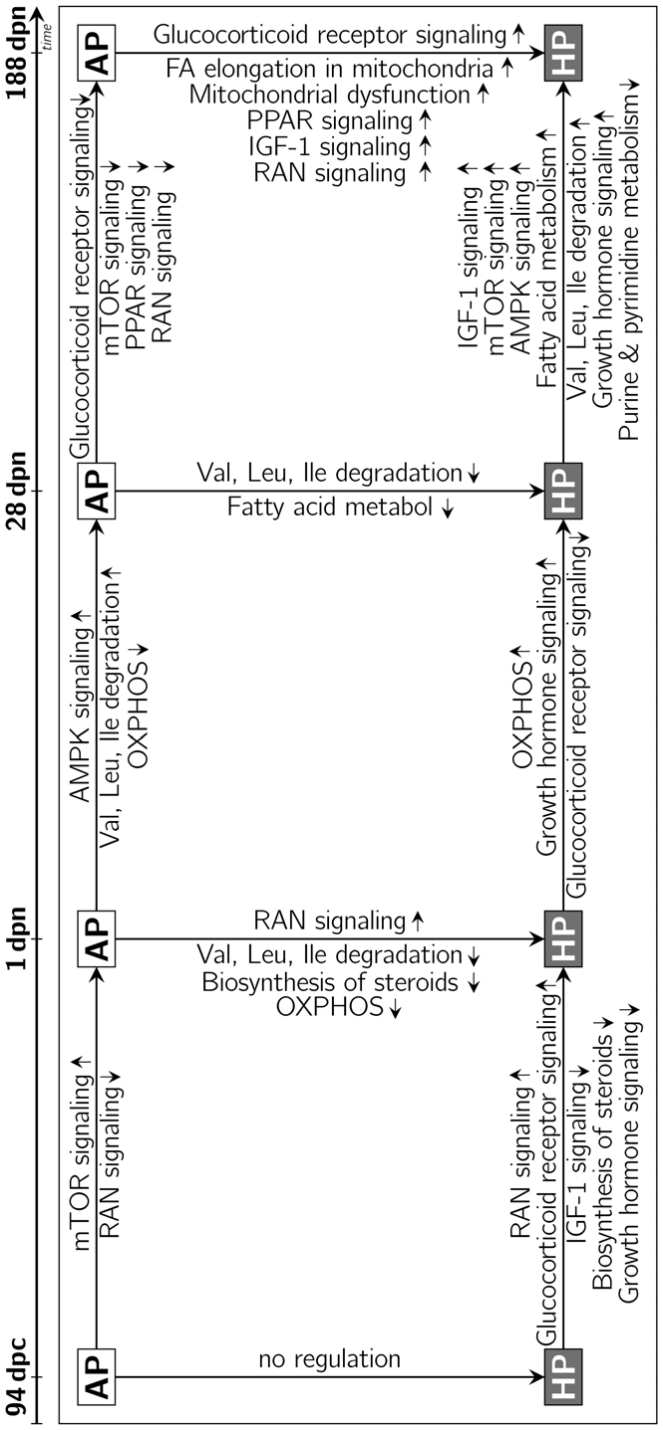
Regulated pathways in liver tissue between ontogenetic stages and maternal diets. Listed pathways between stages in AP offspring (white boxes) indicate the appropriate ontogenetic development, which doesn't occur in HP offspring (black boxes) at the corresponding developmental period. Pathways between the HP stages indicate processes and metabolic regulations, which occur in the HP offspring but not in the AP offspring in the corresponding developmental period. The differences in gene regulation dependent on diet and ontogenetic stage indicate fetal programming in terms of developmental and metabolic disorders (arrows between boxes show direction of the comparisons; small arrows to top = up-regulated, small arrows to bottom = down-regulated pathways; mTOR, mammalian target of rapamycin; RAN, Ras-related nuclear protein; IGF-1, insulin-like growth factor; PPAR, peroxisome proliferator receptor; AMPK, AMP-activated kinase).

**Table 2:** Significantly regulated transcripts of metabolic pathways in liver tissue between two ontogenetic stages within one dietary group (Ingenuity Pathway Analysis).

Ontogenetic comparison	Diet	Regulated pathway	Regulation	No. of regulated genes	Genes involved in pathway	*P* value
94 dpc vs. 1 dpn	AP	mTOR signaling	up	3.42*E-3	9	EIF3I, GNB1L, INSR, MRAS, PRKAA1, PRKCB, RHOG, RHOU, VEGFB
	AP	RAN signaling	down	1.43*E-2	3	KPNA6 RANBP2 TNPO1
	HP	Glucocorticoid receptor signaling	up	4.44*E-3	13	A2M, ERCC3, ESR1, GTF2H3, HMGB1, HSPA1B, MAPK9, PIK3C2A, TAF2, PIK3R1, PIK3R3, PRKACB, PTGES3
	HP	RAN signaling	up	4.93*E-3	3	CSE1L, KPNA3, TNPO1
	HP	IGF-1 signaling	down	2.13*E-3	6	FOS, IGFBP3, JUN, PIK3C2B, YWHAB, YWHAE
	HP	Biosynthesis of steroids	down	1.02*E-2	3	DHCR7, MVK, PMVK
	HP	Growth hormone signaling	down	1.33*E-2	4	FOS, IGFBP3, PIK3C2B, SOCS4
1 dpn vs. 28 dpn	AP	AMPK Signaling	up	1.89*E-4	9	AK1, AK7, AKT3, HMGCR, IRS1, MAPK14, PRKAA2, PRKAB2, PRKAG2
	AP	Val, Leu, Ile degradation	up	3.87*E-3	5	ABAT, ACAT1, BCKDHA, HMGCS1, IVD
	AP	Oxidative phosphorylation	down	2.19*E-3	8	ATP6V0E2, ATP7B, COX17, COX10, NDUFA1, NDUFB6, NDUFS8, TCIRG1
	HP	Oxidative phosphorylation	up	3.70*E-4	11	ATP6V1D, ATP6V1F, ATP6V1H, NDUFA2, NDUFA7, NDUFB1, NDUFB7, NDUFB11, NDUFS3, NDUFS7, TCIRG1
	HP	Growth hormone signaling	up	1.24*E-2	5	FOS, IGFBP3, PIK3CG, PTPN6, STAT1
	HP	Glucocorticoid receptor signaling	down	3.12*E-2	15	CDKN1A, JAK2, KRAS, MAP3K7, MNAT1, NCOA1, NR3C1, PCK2, SMAD2, SOS2, TAF5, TAT, TBP, VCAM1
28 dpn vs. 188 dpn	AP	Glucocorticoid receptor signaling	down	1.01*E-2	17	BCL2, GTF2E2, HMGB1, HSPA2, HSPA9, HSPA14, MAP3K1, MAPK14, TBP, NCOA1, NCOR1, PIK3R1, PPP3CA, PRKACB, RAC3, STAT5B, SUMO1
	AP	mTOR signaling	down	2.97*E-2	10	EIF4E, EIF4G2, EIF4G3, PIK3R1, PPP2CA, PPP2CB, PPP2R1B, PRKCB, RAC3, RHOU
	AP	RAN Signaling	down	1.82*E-2	3	CSE1L, RAN, XPO1
	AP	PPAR signaling	down	3.69*E-2	7	CITED2, MAP4K4, NCOA1, NCOR1, PDGFRA, PPARA, STAT5B
	HP	IGF-1 signaling	up	2.56*E-5	11	AKT3, CTGF, IGF1, IGF1R, IGFBP3, IRS1, PRKAG2, PRKCZ, PTPN11, RRAS2, SOS2
	HP	mTOR signaling	up	2.73*E-6	15	AKT3, DDIT4, EIF3E, EIF4A2, EIF4B, FNBP1, IRS1, PPP2R5A, PRKAB2, PRKAG2, PRKCZ, RND3, RRAS2, STK11, VEGFA
	HP	AMPK signaling	up	6.87*E-3	9	AKT3, IRS1, PPM1A, PPM1D, PPP2R5A, PRKAB2, PRKAG2, SRC, STK11
	HP	Fatty acid metabolism	up	9,37*E-3	9	ACAA1, ACADL, ACADSB, ACAT1, AUH, CYP2C18, CYP51A1, IVD, PTGR1
	HP	Val, Leu, Ile degradation	up	5.89*E-5	9	ACAA1, ACADL, ACADSB, ACAT1, AUH, DBT, HIBCH, IVD, PCCA
	HP	Growth hormone signaling	up	6.03*E-3	6	IGF1, IGF1R, IGFBP3, IRS1, PRKCZ, SOCS6
	HP	Purine metabolism	down	1.90*E-4	17	ABCC1, AK2, APRT, ATP13A2, BAT1, CANT1, MYO9B, NME1, NSF, PKM2, PNPT1, POLR1E, POLR2G, POLR3G, PRPS2, RRM1, RUVBL2
	HP	Pyrimidine metabolism	down	1.31*E-2	8	CANT1, DKC1, NME1, PNPT1, POLR1E, POLR2G, POLR3G, RRM1

The comparison between dietary gestational protein levels (AP, HP) is shown in dependence of the regulatory direction (up or down).

Among TFs found to be associated to the genes regulated due to maternal gestational diets at various developmental stages of the offspring 40 were redundantly found among the top 10 TFs highlighted by DiRE for the various comparisons made. Only HNF4A, DR1, STAT6, and TCF4 themselves were found differentially regulated due to diet and stage.

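HNF4A, a receptor that controls hepatocyte genes, had a mean log2 signal of 12.12 at 94 dpc, 12.31 at 1 dpn, 12.97 at 28 dpn and 13.08 at 188 dpn in HP offspring. Its signal rose in period II by 0.66 (SE 0.11, adjusted p = 5.90e-06), where another called probe-set of the gene went the other way. It did not pass the test in period I (0.18, adjusted p = 0.147) or period III (0.12, adjusted p = 0.342). DR1, a repressor of transcription by RNA polymerase II, fell in period I with −0.47 (SE 0.11, adjusted p = 5.43e-04), where its called probe-sets disagreed in direction, and in period II with −0.29 (SE 0.13, adjusted p = 0.0423). The fall in period II was lost after quantile normalization (adjusted p = 0.377), and no change passed in period III (0.12, adjusted p = 0.511). STAT6, a mediator of interleukin signals, was tested in period III only (0.20, adjusted p = 0.489). The probe-set annotated as TCF4 was below the median of most arrays and was not tested. Its mean log2 signal was 5.80 ± 1.31 (SD, n = 16 arrays) at 94 dpc, 4.71 ± 1.82 (n = 16) at 1 dpn, 4.45 ± 1.44 (n = 15) at 28 dpn and 3.41 ± 1.74 (n = 16) at 188 dpn. The symbol TCF4 is also in use for TCF7L2, and the paper does not say which gene it means. TCF7L2, chosen after its values were seen, fell in period I with −0.34 (SE 0.13, adjusted p = 0.0265) and in period II with −0.71 (SE 0.13, adjusted p = 1.33e-05), and did not pass in period III (adjusted p = 0.489). The effect of the diet on these factors was not analysed here.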

For all genes exemplarily analysed qRT-PCR confirmed the direction of differential regulation as obtained by microarray analysis. In 80% of the genes that we validated by qRT-PCR, significant expression differences in mRNA levels between the treatment groups were identified by both qRT-PCR and microarray analysis. Correlations between expression values of microarray and qRT-PCR ranged between 0.43 and 0.84 and were highly significant (Table 3). This suggests that our microarray data are reliable.

**Table 3:** Comparison of microarray data and qRT-PCR of selected transcripts.

Gene name	Microarray			qRT-PCR#			Correlation##
	p-value	FC	Regulation	p-value	FC	Regulation	Expr. values
*1 dpn*							
PPARGC1A	0.0103	+1.54	up	0.012	+1.63	up	0.51***
PRKAA2	0.0354	+1.15	up	0.007	+1.47	up	0.43**
HMGCR	0.0177	−1.53	down	0.030	−2.01	down	0.84***
DHCR7	0.0004	−1.57	down	0.001	−1.76	down	0.63***
NDUFA4	0.0081	−1.19	down	0.310	−1.15	n.r.	0.75***
NDUFS7	0.0097	−1.20	down	0.480	−1.14	n.r.	0.51***
NDUFS8	0.0223	−1.22	down	0.030	−1.32	down	0.56***
*188 dpn*							
PPARGC1A	0.9341	+1.01	n.r.	0.275	+1.22	n.r.	0.77***
PRKAA1	0.0083	−1.35	down	0.055	−1.38	down	0.74***
GADD45B	0.0766	+1.49	up	0.047	+1.81	up	0.67***

# calculated by factorial normalization on RPL10 expression values;

## p-value of Spearman's rho; n.r. - not regulated.

**p<0.01;

***p<0.001.

## Discussion

We applied whole-genome microarrays to evaluate offspring hepatic expression profiling affected by exposure to maternal isocaloric pregnancy diets with adequate or high protein concentrations. In order to investigate transcriptional features of developmental nutritional programming we conducted a longitudinal experimental design covering prenatal, perinatal, juvenile and adult ontogenetic stages in a porcine model. The comparisons of the relative mRNA abundances depending on dietary group and ontogenetic stages provide an overall view of the developmental plasticity of the liver. In the overall experimental design sampling of the heaviest and lightest offspring at 94 dpc and 1 dpn was foreseen. At these early stages the offspring depended on supply provided by the mother subjected to the experimental treatment. At later stages, 28 dpn and 188 dpn, when non-maternal, environmental effects become more relevant the animals close to the middle of the distribution for growth were used. At all stages sampling was balanced for sex. Impact of IUGR and low birth weight as well as sex on postnatal growth is well documented [27], [28], however, body weight and sex affected the expression of only a few probe-sets (Table S1). Following in utero exposure to a gestational high protein diet we could not find significant regulatory changes of metabolic pathways in porcine fetal liver; however, at the whole-body level growth restricted HP offspring was observed [14]. At this stage the fetuses are subjected to the intrauterine environment for already a long time and on the level of the transcriptome HP offspring has adapted, whereas the transcriptome of HP offspring might be significantly different at earlier fetal stages, i.e. transcriptome alterations may have preceded phenotype alterations. In perinatal piglets growth retardation was obvious among all HP offspring [14] - in the subset of animals used for the microarray analysis HP offspring showed numerically lower mean birth weight, however the differences among the HP and AP offspring failed to be significant. Anyhow, at 1 dpn the mRNA expression levels were extensively altered. At this time point the piglets are subjected to major nutritional changes that require acute adaptive regulation of the transcriptome. The adaptability to modulate expression profiles during porcine fetal development in response to a given environment seems to be quite high. This flexibility might depend on the degree of maturation and it might contribute to unchanged transcriptome levels at fetal stage. Alterations of the hepatic transcriptome profile in perinatal HP offspring may indicate stress and assign a programmed respond on new environmental cues.

The data provide a snapshot of the transcriptome, thus it remains unclear to what extent transcriptomic differences observed at pre- and perinatal stages between the experimental groups are due to chronic long-term effects or to acute stimulating event in life, like birth or weaning. Interestingly, offspring at 28 dpn showed a reduced number of differentially expressed mRNAs compared to stage 1 dpn. Also at this time point HP offspring may has adapted its expression profiles to the early postnatal feeding conditions during weaning time. However, the number of differentially expressed probe-sets increased again at adult stage. Our model indicates that gestational HP diets affected the expression profiles in a short-term as well in a long-term manner in HP offspring. The effect is characterized by an engagement of the genome that leads to different responsiveness and adaptability of the gene expression machinery to chronic and acute environmental stimuli. Due to the HP diet a number of energy sensing, producing and utilising pathways are important in these processes.

The impact of the maternal diets was obvious at the transcriptomic level in the respective offspring, though not effects on traits related to the development of the whole organism or single organs were observed at 1 dpn (in the subset of animals used), 28 and 188 dpn. This indicates that there is a direct relationship between the dietary treatments of the sows and the expression profiles of the offspring. Obviously, the modulations of the expression profiles are not consequences of impaired growth due to the experimental diets. Epigenetic effects manifesting during crucial pre- and perinatal developmental stages are regarded as mechanisms promoting nutritional (environmental) impact on the genome leading to shifted gene expression [29], [30]. Especially DNA-methylation is a mechanism of epigenetic gene regulation that might be involved [31]. Our study supports the identification of genes that are targets of epigenetic mechanisms of gene regulation. The analysis of RE and TF common to DE-genes only revealed four TF that were themselves regulated due to the dietary treatments. Together with the finding that DE-genes were mainly functionally annotated to cellular signaling pathways and metabolic pathways, this may be interpreted as an indication that the transcriptional response to prenatal nutritional challenge is primarily present at the level of these cellular signaling and metabolic routes rather than at hierarchically superior genes encoding transcription factors of regulatory networks acting at the DNA- and RNA-level.

### Oxidative phosphorylation and mitochondrial metabolic pathways

For developmental and metabolic processes an effective energy supply is required. Generation of ATP via oxidative phosphorylation is the most efficient way for energy supply [32], [33]. Mitochondria account for 20% of the liver cell volume and are exquisitely sensitive to environmental changes regarding efficiency and accuracy of mitochondrial replication [34]. The observed regulation of the oxidative phosphorylation (OXPHOS) at stage 1 dpn (Figure 2) may be considered as stress response due to a new life situation. The nutrient supply of the neonatal piglets changes from the parenteral route via the umbilical cord and some swallowing of amniotic fluid to enteral nutrition with colostrum containing compounds new to the individual (e.g. fat, lactose, immunoglobulins) [35]. This may cumulate in an altered metabolic status in terms of OXPHOS. The down regulation of genes associated to the mitochondrial respiratory chain suggests a possibly disturbed electron transfer within the OXPHOS. Disturbed mitochondrial oxidative phosphorylation could be of relevance regarding the growth retardation observed for neonates of the HP group compared to the AP group [36]. This might be accompanied by an altered mitochondrial production of reactive oxygen species. The mitochondrial alterations are possibly to be accompanied by a decreased energy production resulting in an altered AMP/ATP-ratio. Transcript levels of the cellular energy sensor AMPK (AMP-dependent protein kinase) showed an increased expression (PRKAA2). AMPK is targeting various genes contributing to growth related signal cascades as well as fuel dependent pathways like fatty acid oxidation or steroid synthesis [37], [38]. The increased expression of PRKAA2 in HP offspring at stage 1 dpn could be part of a compensation process due to the reduced expression of genes involved in the oxidative phosphorylation and a possibly reduced cellular ATP content. Consistently, key enzymes of the energy consuming steroid biosynthesis, HMGCR and DHCR7, showed a decreased expression at stage 1 dpn in HP offspring. A decreased synthesis of important cellular compounds like cholesterol may occur. The transcription factor PGC-1

 (Peroxisome proliferator-activated receptor 

 coactivator-1

) is another downstream, but not directly regulated effector protein of AMPK, which regulates multiple aspects of cellular energy metabolism [39], [40]. Although PGC-1

 is known to act as a positive regulator on the mitochondrial biogenesis and the expression of ROS-detoxifying enzymes [41], the diet-dependent mRNA expression of PPARGC1A led neither to an adaptation of processes related to mitochondrial dysfunction nor an increased transcription of antioxidative enzymes. This may also indicate the snapshot character of the microarray analysis, because the increased expression of PPARGC1A contributes to a compensatory process, when levels of PRKAA2 as well as OXPHOS associated genes showed an equal mRNA expression at stage 28 dpn. The diet-dependent diametrical alteration of OXPHOS associated genes leads to the conclusion that the ability of porcine offspring to balance metabolic modulation is remarkably high. Because the integrity of mitochondria is seen as an important factor for metabolic health [42]–[44], diet-dependent alterations affecting transcriptional expression patterns of mitochondria related pathways are of interest. Therefore, the susceptibility of OXPHOS to be down regulated as a response to environmental factors (stage 1 dpn) as well as the up regulation of genes associated with mitochondrial dysfunction in HP offspring (stage 188 dpn) may contribute to the development of a predisposition to degenerative diseases in terms of fetal programming after a maternal protein excess. Moreover, at stage 188 dpn in HP offspring a major activator of mitochondrial metabolism, PRKAA1 encoding AMPK, showed diminished expression. This may also contribute to the predisposition to metabolic diseases because AMPK is targeted by antidiabetics [37], [45]. Moreover, the increased expression of genes associated with fatty acid elongation in mitochondria in HP offspring at stage 188 dpn may contribute to mitochondrial alterations. The fatty acid elongation in mitochondria takes place in the mitochondrial matrix and is essentially the reverse of the beta-oxidation by acting primarily on fatty acyl-CoA substrates shorter than 16 carbons. Furthermore, there were clues for a diet-dependent transcriptional alteration of genes associated with the lipid metabolism in HP offspring, including fatty acid metabolism and PPAR signaling. These modulations might contribute to compensatory regulations in terms of growth and body composition. Taken together, these findings suggest that energy sensing pathways and their signals are important in the adaptive response to prenatal nutritional environment.

### Signaling of intracellular metabolism

The mTOR signaling acts as an important nutrient sensing pathway that controls protein synthesis in mammalian cells at the level of translation [46]. Upstream signaling events of mTOR signaling include alterations in amino acid availability, abundance of hormones, AMP and growth factors [47]. Thus, mTOR signaling is involved in regulating individual cell growth, growth performance, and developmental processes [48], [49]. 

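In HP offspring a list of 14 measured genes of the mTOR pathway, written without reference to the genes of Table 2, went both ways from 94 dpc to 1 dpn. Of these 5 rose, 5 fell and 4 did not pass the test, with equal numbers adjusted over the list alone. EIF4B changed by −1.73 (SE 0.10, adjusted p = 3.65e-16), and RPS6, the ribosomal target of the pathway, by −0.71 (SE 0.078, adjusted p = 3.02e-09). RRAGA and RHEB, small GTPases that activate mTOR at the lysosome, rose by 0.70 (SE 0.083, adjusted p = 1.27e-08) and 0.58 (SE 0.079, adjusted p = 1.60e-07), and EIF4G1, a scaffold of translation initiation, by 0.60 (SE 0.079, adjusted p = 8.00e-08). SESN1, an inhibitor of the pathway, changed by −0.61 (SE 0.14, adjusted p = 2.88e-04). The median of the list was −0.046 relative to all genes and the test's direction was up, without passing the threshold (adjusted p = 0.926). RPS6 fell with the mRNAs of the other ribosomal proteins. The median change of the ribosomal list was −0.75, and it shrank to −0.21 after quantile normalization, with 37 of 55 genes still called lower.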

An increase of mTOR signaling from fetal to neonatal stage was observed in AP offspring with no change in the HP group. This may account for a reduced protein synthesis in HP offspring and thus, contribute to the observed growth retardation and altered metabolic status as proposed by Inoki et al. [50]. In addition, mTOR signaling might be also involved in compensatory growth processes. Therefore, the diet-dependent diametrical regulation of mTOR signaling associated genes between juvenile and adult pigs can be interpreted as successful compensation in terms of growth performance. The success of compensatory processes in HP offspring becomes obvious by the fact that their weight was lowered at stages 94 dpc and 1 dpn compared to the AP group, but similar at stage 188 dpn.

It is well documented that IGF-1 signaling pathway plays an essential role in fetal survival and mediates postnatal growth as well as developmental and ageing processes [51]–[53]. Most of the IGF-1 mediated anabolic pleiotropic effects are mediated through association with IGF-1 receptor [54]. With respect to mRNA expression of hepatic IGF-1 signaling the impact of this pathway in terms of growth retardation and possibly compensatory regulations can be estimated. Regarding gestational low protein diets many studies showed an altered IGF-1 signaling [5], [55], [56]. Therefore, it is of interest that mRNA expression of IGF-1 signaling associated genes was regulated due to gestational HP diets, too. When adjacent ontogenetic stages of both experimental groups were compared, only HP offspring showed altered expression profiles regarding IGF-1 signaling. The down regulation of IGF-1 signaling between fetuses and perinatal piglets in HP offspring may underlay the observed low birth weight in HP offspring. Furthermore, the increased mRNA expression of genes associated with IGF-1 signaling after weaning can be considered as compensatory effects in terms of growth and body weight regulation. Interestingly, the up regulation of IGF-1 signaling took place in a time period, when mRNA expression levels of OXPHOS associated genes, and thus probably the energy production, were within a normal range at stage 28 dpn in HP offspring. Since there is an association between the level of growth factor and the sensitivity of cells to this growth factor, the increased expression of IGF-1 signaling at stage 188 dpn may go along with an increase in insulin sensitivity at adult stage. Notably, other studies investigating effects of gestational dietary protein level showed a high insulin responsiveness in early postnatal stages but a lowered one during adulthood [7], [57], [58].

The growth hormone signaling, another anabolic growth factor signaling, regulates metabolic processes including protein synthesis and has important regulatory effects on protein, carbohydrate and lipid metabolism [59]. The mRNA levels of growth hormone signaling related transcripts showed biphasic regulation during the development of HP offspring. Therefore, the observed down regulation of growth hormone signaling associated genes at birth and their up regulation towards juvenile and adult stages correspond with the growth retardation at stages 94 dpc and 1 dpn and the compensatory growth onwards in adulthood.

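In a wider list of the growth hormone and IGF axis 3 of 11 genes rose and 5 fell in period I, 6 of 12 rose and 3 fell in period II, and 3 of 11 rose and 3 fell in period III, with equal numbers adjusted over the list alone. GHR, the growth hormone receptor, rose by 3.67 (SE 0.22, adjusted p = 2.43e-15) in period I. It was above background on only 1 of 16 arrays at 94 dpc, so the size of its rise is not exact. It had mean log2 signals of 8.01, 8.54 and 9.10 at 1, 28 and 188 dpn, with 0.55 (SE 0.17, adjusted p = 0.00884) in period III. IGF1 rose by 0.78 (SE 0.30, adjusted p = 0.026) in period I and by 1.03 (SE 0.30, adjusted p = 0.0026) in period II. The binding proteins IGFBP1 and IGFBP2 fell in period I by 1.71 and by 1.07 on the log2 scale, and IGFBP2 again in period III with −1.14 (SE 0.21, adjusted p = 5.54e-05). IGF2, the fetal growth factor, changed by −0.72 (SE 0.091, adjusted p = 4.18e-08) in period I and by −3.40 (SE 0.13, adjusted p = 1.15e-20) in period II. IGFALS, which holds IGF1 in the circulation, rose by 1.64 (SE 0.40, adjusted p = 4.68e-04) in period II and by 0.91 (SE 0.30, adjusted p = 0.0175) in period III. As a whole the list did not pass camera's test in any period (adjusted p = 0.749, 0.923 and 0.82). Its median was −0.24, 0.37 and 0.047 relative to all genes, although its mean in period I lay above the median of all genes. In period II fry, which does not compare a list with other genes, gave a downward direction (adjusted p = 0.00943) and camera an upward one. The paper reasons that the lower growth hormone signaling at birth and its later increase correspond with slow growth before birth and compensatory growth afterwards.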

Glucocorticoids, a major subclass of steroid hormones, regulate a large number of metabolic, behavioural, cardiovascular and immune functions. Their biologic effect is modulated by the glucocorticoid receptor with succeeding direct and indirect interactions of downstream target genes to modulate gene expression. The glucocorticoid receptor signaling terminates stress reactions and mobilizes energy resources for this purpose. The mRNA expression of genes associated with glucocorticoid receptor signaling was shown to be dependent on maternal gestational protein diets [2], [60], [61]. 

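The glucocorticoid receptor NR3C1 had a mean log2 signal of 8.26 ± 0.28 (SD, n = 16 arrays) at 94 dpc, 8.21 ± 0.37 (n = 16) at 1 dpn, 7.08 ± 0.55 (n = 15) at 28 dpn and 7.67 ± 0.32 (n = 16) at 188 dpn in HP offspring. FKBP5, a co-chaperone that glucocorticoids induce, rose by 1.73 (SE 0.23, adjusted p = 8.26e-08) in period I and changed by −1.13 (SE 0.22, adjusted p = 3.44e-05) in period II. HSD11B1, which activates cortisol, rose by 2.05 (SE 0.14, adjusted p = 1.31e-13) and 1.05 (SE 0.11, adjusted p = 6.10e-10), and DUSP1, a phosphatase under glucocorticoid control, changed by −1.12 (SE 0.26, adjusted p = 5.61e-04) in period I. Of 15 measured genes of a wider list of glucocorticoid targets 7 rose and 6 fell in period I (adjusted p = 0.448), and 5 rose and 5 fell in period II (adjusted p = 0.923). In period I the median of the list was below and its mean above the median of all genes, and in period II the direction was down after quantile normalization. In period III 9 rose and 1 fell (adjusted p = 1.46e-04, adjusted p = 0.0832 with an estimated correlation), with 1.10 (SE 0.16, adjusted p = 1.07e-06) for TSC22D3, 1.37 (SE 0.15, adjusted p = 1.10e-08) for ANGPTL4 and −1.51 (SE 0.16, adjusted p = 1.19e-08) for GLUL. These counts were the same adjusted over the list alone.
Of 12360 probe-sets tested in both period I and period II, 1270 fell in period I and rose in period II, and 1387 rose and then fell, together 2657. Independent calls would give 2404, and the same arrays of 1 dpn enter both periods, which favours opposite directions. With 8 of these arrays used for each period, the count was 2195, against 1977 for independent calls. Across probe-sets the covariance of the changes was −0.045, and simulated unchanged groups that share the arrays gave −0.013.

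**Figure D2:**
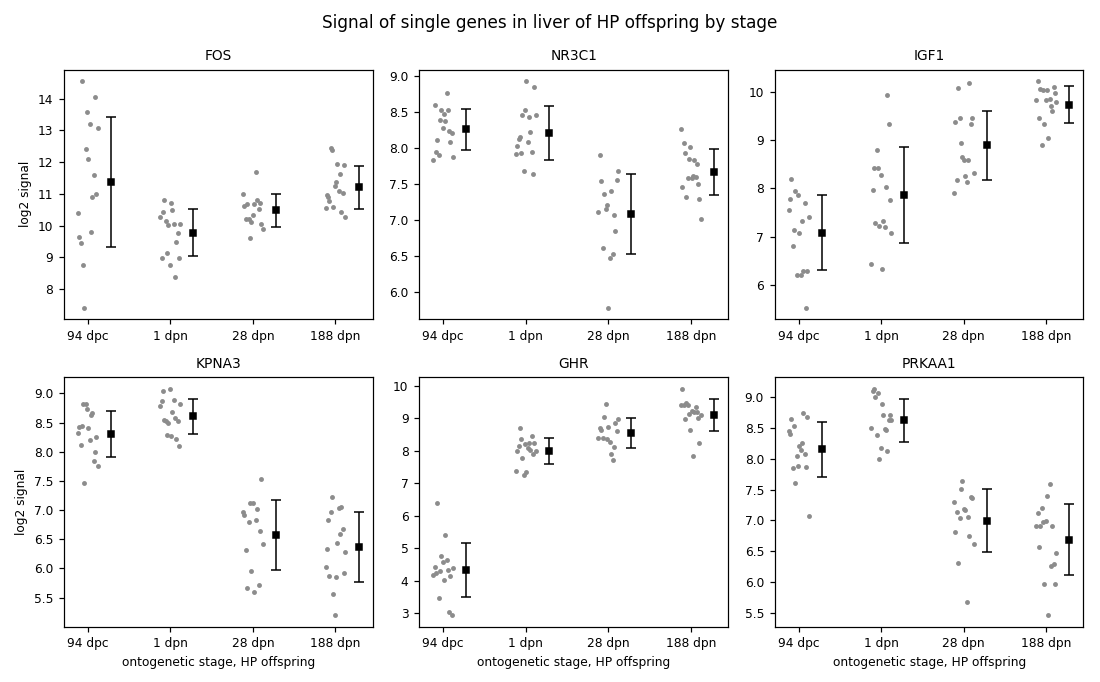
Log2 signal of FOS, NR3C1, IGF1, KPNA3, GHR and PRKAA1 in liver of HP offspring at the 4 stages. Points are arrays, and squares with bars are the mean ± SD; KPNA3 lies at 8.61 at 1 dpn and at 6.58 at 28 dpn.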

The biphasic regulation of glucocorticoid receptor signaling in HP prenatal, perinatal and juvenile offspring underlines the postulated increased stress response in HP offspring at birth, which may cumulate in the observed disturbances of mitochondrial activity. Furthermore, the diet-dependent regulation of glucocorticoid receptor signaling between juvenile and adult stage and the resulting increased glucocorticoid receptor signaling at stage 188 dpn in HP offspring suggests that HP offspring was in a kind of alarm alert (activated defence) at adult stage.

### Cell maintenance and proliferation

Cell maintenance and proliferation RAN, a member of the Ras family of small GTPases, is a positive key regulator of mitosis [62] and plays a critical role in multiple cellular functions, including nucleocytoplasmic transport, nuclear envelope assembly and spindle formation during the cell cycle [63]. Therefore, the RAN signaling is involved in cellular growth and developmental processes. The diet and stage dependent expression of RAN signaling was partly diametrically regulated along the ontogenetic development (between stages 94 dpc vs. 1 dpn and within stage 1 dpn), which represents adaptation to different prenatal conditions. An almost similar direction of regulation of genes involved in RAN signaling was found at juvenile and adult stages (between stages 28 dpn vs. 188 dpn and within stage 188 dpn), which may account for compensatory processes.

The pathways concerning the metabolisms of purine and pyrimidine are related to a number of processes including nucleotide biosynthesis, degradation and salvage. 

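Genes of DNA replication and mitosis fell in the liver of HP offspring from 28 dpn to 188 dpn. Of 22 measured genes of the cell cycle 20 fell, none rose and 2 did not pass the test, and 21 fell adjusted over the list alone. CCNB1, the cyclin of mitosis, changed by −2.86 (SE 0.44, adjusted p = 4.17e-06) and was above background on 15 of 15 arrays at 28 dpn and on 6 of 16 at 188 dpn. TOP2A, which untangles DNA, changed by −1.93 (SE 0.31, adjusted p = 1.09e-05), MCM2, a part of the replicative helicase, by −1.77 (SE 0.24, adjusted p = 4.99e-07) and UBE2C, which targets cyclins for breakdown, by −1.60 (SE 0.20, adjusted p = 1.55e-07). The median of the list was −1.02 relative to all genes (adjusted p = 1.98e-08, adjusted p = 0.0832 with an estimated correlation). The large and small subunits of ribonucleotide reductase, RRM1 and RRM2, are members of this list as well as of the pyrimidine list. In the same period markers of macrophages fell in 10 of 12 genes, markers of neutrophils and myeloid precursors in 5 of 7, and markers of stellate cells and matrix in 8 of 20, of the endothelium in 5 of 12 and of bile duct cells in 3 of 7, or 5 adjusted over the list alone, while 1 gene of each of the last 3 lists rose. These 3 lists did not pass as a whole (adjusted p = 0.195, 0.48 and 0.195).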

The down regulation of genes associated with the metabolisms of purine and pyrimidine probably account for a reduced cellular turnover at stage 188 dpn compared to stage 28 dpn in HP offspring. GADD45B, a gene whose transcription is induced in response to multiple environmental and physiological stress factors, is involved in DNA repair, apoptosis, cell survival and growth arrest [64]. The mRNA expression of GADD45B was increased in HP offspring at stage 188 dpn, which suggests a metabolic priority for cell survival and a terminated compensatory growth performance at adult stage.

Valine, leucine and isoleucine are indispensable branched-chain amino acids. The catabolism of all three amino acids shares the same enzymes during the first steps, including transamination and decarboxylation. As final result, three different CoA derivates are produced, which can be directed towards the synthesis of steroids or ketone bodies and to the citrate cycle. The down regulation of genes associated with the valine, leucine and isoleucine degradation in HP offspring at stages 1 dpn and 28 dpn may correspond to a higher demand for these amino acids than in AP offspring. However, HP offspring increased the expression of genes involved in the degradation of valine, leucine and isoleucine during post weaning development which resulted in an unaltered expression level at stage 188 dpn between the dietary groups.

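In a wider list of the degradation of valine, leucine and isoleucine 11 of 16 genes rose in HP offspring from 28 dpn to 188 dpn, 1 fell and 4 did not pass the test. Adjusted over the list alone 12 rose and 2 fell. ABAT, a transaminase, rose by 0.92 (SE 0.15, adjusted p = 1.55e-05), MUT, the mutase at the end of valine and isoleucine breakdown, by 0.84 (SE 0.23, adjusted p = 0.00395), and MCCC2, a carboxylase of leucine breakdown, by 0.74 (SE 0.12, adjusted p = 1.69e-05). BCKDHB, a subunit of the complex that commits the 3 amino acids to breakdown, rose by 0.66 (SE 0.08, adjusted p = 9.58e-08). The median of the list was 0.58 relative to all genes (adjusted p = 6.22e-06, adjusted p = 0.0289 with an estimated correlation). The list shares members such as PCCA with the list of Table 2 for this pathway and period. The study chose that list on these samples, so the wider list is not fully independent evidence. The rise was shared by the catabolism of other amino acids. In the list of the urea cycle and amino acid catabolism 16 of 17 genes rose and none fell, with a median of 1.03 (adjusted p = 3.69e-13, adjusted p = 0.0203 with an estimated correlation; 16 rose and 1 fell adjusted over the list alone). ARG1, which releases urea, rose by 1.66 (SE 0.15, adjusted p = 4.80e-10), the transaminases GOT1 and GPT by 1.52 (SE 0.12, adjusted p = 3.10e-11) and 1.40 (SE 0.15, adjusted p = 5.48e-09), and SDS, which degrades serine, by 1.85 (SE 0.46, adjusted p = 0.00189). In period II neither list had passed the test (adjusted p = 0.923 and 0.877). In period II 3 of 15 genes of the first list rose and 4 fell.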

### Conclusion

Gestational HP diets affected the hepatic expression profiles at prenatal and postnatal stages. The effects encompass a bias of the genome leading to altered responsiveness of energy and nutrient sensing pathways. Obviously the programming of the genomes warrants the adaptations and compensatory growth, but probably at the expense of the predisposition for metabolic disturbances up to adult stage. In order to test this hypothesis the porcine model could be used in an experiment where offspring of sows fed different gestational diets is also objected to different dietary challenges at postnatal stages.

## Materials and Methods

### Animals and sample collection

Animal care and tissue collection procedures followed the guidelines of the German Law of Animal Protection and the experimental protocol was approved by the Animal Care Committee of the State Mecklenburg-Vorpommern (Landesamt für Landwirtschaft, Lebensmittelsicherheit und Fischerei, Mecklenburg - Vorpommern, Germany; LVL MV/TSD/7221.3-1.1-006/04; LALLF M-V/TSD/7221.3-1.2-05/06; LALLF M-V/TSD/7221.3-1.2-013/06). The animal experiment was performed as described [14]. A high protein diet (HP) containing 30% (w/w) crude protein or an adequate protein diet (AP) containing 12% crude protein were formulated to be isocaloric (13.6 MJ ME/kg on average). The gilts of both groups consumed 2.6 kg/d resulting in a significantly different protein intake but equal energy intake [14]. The gestation diets did not affect reproductive parameters like litter size and litter weight as well as percentage of stillborn and mummies [14]. At insemination German Landrace primiparous sows (n = 48) were randomly assigned to either the HP or the AP group (Figure 3). Tissue sampling included offspring of these sows at one prenatal (94 dies post conceptionem (dpc)) and three postnatal time points (1, 28, 188 dies post natum (dpn)). At d 94 of gestation, a subset of eight sows per dietary group was subjected to Caesarean section (EXP1). Sows were anesthetized as described [14]. This experiment was performed over 5 replicates. Eight viable foetuses per sow were collected starting at the tip of the left uterus horn and alternating between left and right horn. Fetuses were killed by i.v. injection of T61 (Intervet, Unterschleissheim, Germany) in the V. cava cranialis and liver samples were immediately collected (approximately 500 mg), frozen in liquid nitrogen, and stored at 

 until analysis. Fetuses originated from litters of at least 11 viable piglets. Fetuses of HP fed dams showed a decreased weight compared to AP fetuses at 94 dpc (HP: 622

119 g, and AP: 711

118 g, respectively; 

; n = 32). The smallest and the heaviest fetus were selected for transcriptome analysis. In the second experiment (EXP2) offspring selected for the postnatal time points was born to primiparous sows after prostaglandin induction of parturition as described [14] and farrowed after a mean pregnancy duration of 115 days. This experiment was conducted over 8 replicates and offspring of a subset of 4 sows (2 per diet per replicate) with a minimum of 11 live born piglets (median litter size = 13) was used. At birth 10 piglets in each litter were distributed over three time points (1, 28, 188 dpn). For the microarray analyses, 8 sib pairs, which were balanced for sex (all stages) and discordant for weight (light and heavy piglet; stages 94 dpc and 1 dpn only) were chosen per stage and diet. Thirty-six hours after birth, the lightest and the heaviest piglet within one litter were killed by i.m. injection of 1.25 mg propionyl-promazine (0.2 ml Combelen, Bayer AG, Leverkusen, Germany) and 50 mg ketamine (Ursotamin, Serumwerk Bernburg AG, Germany). Samples were immediately collected from lobus sinister hepaticus (approximately 500 mg), frozen in liquid nitrogen, and stored at 

 until analysis. The remaining piglets were cross-fostered to non-experimental sows of 2nd to 4th parities, which were on the AP diet during gestation. All sows were fed AP lactation diets. Litter size during suckling was standardized to 11 piglets per sow. Male piglets were castrated at d 4 of age. From weaning (28 dpn) to slaughter (188 dpn), all piglets were individually reared. They had free access to standard diets formulated for post-weaning (d 29 to d 76), growing (d 77 to d 105) and finishing periods [65] and had the same feed intake. At 28 dpn and 188 dpn of age, pigs were weighed after an overnight fast and killed by electronarcosis followed by exsanguination in the experimental slaughterhouse of FBN. Liver tissue was immediately collected from lobus sinister hepaticus, frozen in liquid nitrogen, and stored at 

 until use for RNA isolation. In our experiment piglets (1 dpn) born from HP sows had significantly lower birth weight (HP: 1.21

0.04 kg, and AP: 1.41

0.04 kg respectively, 

) that mainly resulted from reduced body fat, whereas body mass index and ponderal index did not differ from the AP group [14]. Mean birth weights of animals of the HP group used for microarray analyses were numerically but not significantly lower than birth weights of AP offspring (HP: 1.31

0.31 kg, and AP: 1.36

0.31 kg, respectively; 

; n = 32). At 28 dpn, the animals of the AP and HP group showed no difference in body weight (HP: 7.36

1.54 kg, and AP: 7.59

2.14 kg respectively; 

; n = 32) and body composition, i.e. muscle, fat depots, bones, skin, as well as in analytical components (protein, fat, ash, moisture) or structural and biochemical properties of fat and muscle tissues [25]. Also at 188 dpn offspring of AP and HP sows did not differ significantly in body weight (HP: 131.41

7.11 kg, and AP: 131.55

15.11 kg respectively; 

; n = 32). Like at earlier ages animals of the HP group tended have lower meat but higher fat percentage, but the differences were not significant [24].

**Figure 3:**
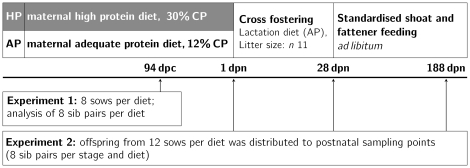
Experimental design.

### RNA isolation, target preparation and hybridization

According to the manufacturer's protocol total RNA from individual liver samples was isolated using Tri-Reagent (Sigma-Aldrich, Taufkirchen, Germany). After DNase treatment a column-based purification using the RNeasy Mini Kit (Qiagen, Hilden, Germany) was done. The RNA samples were visualized on 1% agarose gels containing ethidium bromide to check RNA integrity. RNA was quantified by spectrometry with a NanoDrop ND-1000 spectrophotometer (PEQLAB, Erlangen, Germany). To ensure the absence of a DNA contamination within the isolated RNA a PCR amplification with the porcine glyceraldehydes-3- phosphate dehydrogenase (GAPDH) gene was done (Forward primer: AAGCAGGGATGATGTTCTGG; Reverse primer: ATGCCTCCTGTACCACCAAC). All RNA samples were stored at 

 until downstream analysis was performed. For the microarray experiments individual biotin-labeled cRNA was synthesized by the Gene Chip 3 Express Kit (Affymetrix, Santa Clara, CA, USA). The cRNA was fragmented (

) and hybridized on Affymetrix GeneChip porcine Genome Array. After staining and washing steps the arrays were scanned (Affymetrix, Santa Clara, CA, USA).

### Data analysis

The programming was done in R using Bioconductor [66]. Firstly, a quality control was performed. At 94 dpc 15 AP-samples met the appropriate quality control criteria (94 dpc-HP: 16; 1 dpn-AP: 15; 1 dpn-HP: 16; 28 dpn-AP: 14; 28 dpn-HP: 15; 188 dpn-AP: 16; 188 dpn-HP: 16 samples). Samples were GCRMA normalized (Log2). The MAS5 algorithm was used to skip those transcripts which were expressed in less than 50% of the animals within one dietary group per stage. For a second filtering step standard deviations were calculated for each probe-set over all subsets of arrays of the particular comparisons. Probe-sets with a low standard deviation (

) were discarded, because such transcripts are not likely to be regulated. Relative changes in mRNA levels were determined using a mixed model analysis, including effects of dietary treatment, sex, mother, weight (for stages 94 dpc and 1 dpn) and interaction between sex and dietary treatment (
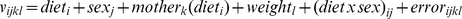
). P-values (significance set at 

) for each stage were converted to a set of q-values (

) using the algorithm proposed by Storey and Tibshirani [67]. In general, results are given for the comparisons in the direction of HP vs. AP; thus ‘up regulation’ or ‘increased expression’ indicates higher expression in HP than in AP. Analysis of the pathways involved was carried out using Ingenuity Pathway Analysis [68]. The up-to-date annotation of Affymetrix probe-sets to EnsEMBL Sscofa 9 was used. The Affymetrix GeneChip Porcine Genome Array contains 24,123 probe-sets that interrogate 20,689 transcripts that were assigned to known genes [26]. All the microarray data is MIAME compliant and the raw data has been deposited in a MIAME compliant database, the National Center for Biotechnology Information Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo) (accession numbers: GSE25482 and GSE25483).

### Pathway analysis

Gene lists from microarray results were submitted to the manually curated database ‘Ingenuity Pathways Analysis’ to elucidate putative pathways associated with an altered gene expression in porcine liver. The focus was on those canonical pathways which came up at least once within the top ten regulated pathways within one single analysis. It should be noted here that the interactions presented in the networks are not specific for porcine liver tissue, as the database contains literature from many different research areas. The web server named DiRE (for predicting distant regulatory elements; access at http://dire.dcode.org; [69]) was used to determine common transcription factor binding sites (TFBS) of the diet-dependent regulated genes.

### Quantitative real-time RT-PCR

First-strand cDNA was synthesized from 

 of total RNA (n = 14 per diet and stage) using random primers and oligo d(T) 13VN in the presence of Superscript II reverse transcriptase (Invitrogen, Karlsruhe, Germany). In order to survey expression of the liver tissue samples, total transcript levels of selected target and reference genes (Table 4) were quantified by real-time quantitative PCR (qPCR) performed on a LightCycler 480 system using the LightCycler 480 SYBR Green I Master (Roche, Mannheim, Germany). The amplification was conducted in duplicate according to manufacturer's instructions using 

 of each primer. Reactions were performed in a final volume of 

 using 

 of LightCycler 480 SYBR Green I Master (Roche), 

 of Aqua dest., 

 (

) of each primer (Table 4) and 

 (

) cDNA. The temperature profiles comprised an initial denaturation step at 

 for 10 min and 40 cycles consisting of denaturation at 

 for 15 s, annealing at 

 for 10 s and extension/fluorescence acquisition at 

 for 15 s. For all the assays threshold cycles were converted to copy numbers using a standard curve generated by amplifying serial dilutions of an external PCR standard (

−

 copies). At the completion of the amplification protocol, all samples were subjected to melting curve analyses and gel electrophoresis to verify the absence of any non-specific product. To account for variation in RNA input and effciency of reverse transcription the calculated mRNA copy numbers were normalized by dividing with a normalization factor derived from the expression of the reference gene. In total, 28 individual liver mRNA samples were analyzed in duplicate per stage. Data were analyzed using the PROC MIXED, including effects of treatment, sex, mother, birth weight and interaction between sex and treatment (SAS version 9.1; SAS Institute, Cary, NC). Differences were considered significant at 

.

**Table 4:** Primer used to verify microarray experiments in liver tissue by qRT-PCR.

Gene name	Probe set ID	Sequence 5′ – 3′	Accession no.	T(  C)	Size (bp)
DHCR7	Ssc.5455.1.S1_at	For GCATGACACTGACTTCTTCTC Rev CCCACCTCCACTTTATTC	BE232966	60	136
GADD45B	Ssc.14764.1.A1_at	For GGACTTAGACTTTGGGACTTG Rev GTAAGCCTCCCATCTCTCTT	BF708594	60	140
HMGCR	Ssc.16088.1.S1_at	For GTGCTGGTCTGTTTTGATTT Rev TGCAGTGATTTGTTTTCTTG	BP436947	60	159
NDUFA 4	Ssc.7315.1.S1_at	For TCCTGCTTAGTCCCCGACCTT Rev ACAGTGCTGCTCCAGTACCTCC	CF793329	60	164
NDUFS 7	Ssc.1681.1.S1_at	For CGGCTACTACCACTACTCCT Rev ATCCGCAGTCTCTTCTCC	CK455535	60	156
NDUFS 8	Ssc.2312.1.S1_at	For AGTTTGTGAACATGCGTGAG Rev CTCAAATGGGTAGTTGATGG	BI181006	60	152
PPARGC1A	Ssc.16864.1.S1_at	For GTAAATCTGCGGGATGATGG Rev TGGTGGAAGCAGGATCAAAG	AB106108	60	208
PRKAA 1	Ssc.8107.1.A1_at	For TTGTTAATTTCATAAACTTTGCTTC Rev GTGCAGCCTTGACATACTC	BF712533	60	193
PRKAA 2	Ssc.16257.1.S1_at	For TCTGTAATTCTGTTTTGCCTACG Rev AGCAAGAAGGTGATGCCAAG	NM214266	60	168
RPL 10*	Ssc.9130.1.A1_at	For CTGTGTTCGTCTTTTCTTCC Rev TCATCCACTTTTGCCTTCT	BI181297	60	199

DHCR7 - 7-dehydrocholesterol reductase; GADD45B - growth arrest and DNA-damage-inducible, beta; HMGCR - 3-hydroxy-3-methylglutaryl-coenzyme A reductase; NDUFA4 - NADH-ubiquinone oxidoreductase MLRQ subunit; NDUFS7 - NADH-ubiquinone oxidoreductase 20 kDa subunit; NDUFS8 - NADH-ubiquinone oxidoreductase 23 kDa subunit; PPARGC1A - Peroxisome proliferator activated receptor gamma coactivator 1 alpha; PRKAA1 – 5′-AMP-activated protein kinase, catalytic alpha-1 chain; PRKAA2 – 5′-AMP-activated protein kinase, catalytic alpha-2 chain; RPL10 - Ribosomal protein 10.

*House keeping gene.

## Supporting Information

Table S1 Significantly regulated probe-sets due sex at various stages.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

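Liver RNA of HP offspring at 94 dpc, 1 dpn, 28 dpn and 188 dpn was measured on 63 Affymetrix porcine arrays, with 16, 16, 15 and 16 animals. The authors deposited log2 signal values of 24123 probe-sets. The record names the software GCOS 1.1.1, and the values behave as a MAS5 type signal with each array scaled to a trimmed mean of 500, with linear signals under 1 set to 1. No normalization between arrays had been applied beyond this scaling. No count of reads exists for arrays, so the number of arrays and the distance of a signal from background limit the precision. Arrays of AP offspring were not used here, so no comparison between diets was made. Groups were taken from the labels, and sex, mother, sib pair and weight were not used.

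Control probe-sets (188) were left out. Symbols came from the platform annotation, with 4 probe-sets named from Table 4 of the paper, and probe-sets with several symbols (198) or none (13668) were tested but entered no list. Each period was fitted by itself on its 2 stages with R 4.3.3 and limma 3.58.1 (lmFit and eBayes, two-sided), over the probe-sets above the 50th percentile of their array on at least 50% of the arrays of 1 of the stages, and calls were made at a Benjamini-Hochberg adjusted p under 0.05. Lists of genes of metabolism, signaling, cell types and RNA quality were written before the data were examined, together with the genes of Table 2, and 816 of their genes were found on the array. Camera compared each list of at least 3 measured genes with all other genes, at a preset inter-gene correlation of 0.01, with the probe-set of the highest mean for each symbol and adjustment over the lists of the period (37, 41 and 47). Alternatives for lists were the same test with an estimated correlation, fry, and the mean of the probe-sets of a gene.

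The genes named in the text follow a rule written before the data were examined: the genes of Table 2 for HP offspring, with the 4 largest changes of each list given singly; the 10 largest increases and decreases of each period among probe-sets whose arrays do not overlap between the stages; 2 to 4 of the largest members of each called list; the genes of Table 4 and the 4 transcription factors named by the paper; and the AP genes of Table 2 that passed in the same direction. The values in the paper's tables had been seen when the rule was written. A few more members of lists are given beside them and were chosen after their values were seen.

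Alternatives were no filter on level, a filter at the 75th percentile, leaving out the 25% of probe-sets with the lowest standard deviation, quantile normalization, centring on the median of the tested probe-sets, all 63 arrays in 1 fit, eBayes with a trend, arrayWeights, a Wilcoxon rank-sum test, and other thresholds (adjusted p under 0.01, a change of at least 2-fold, unadjusted p under 0.05 with adjusted p under 0.25). After seeing the data, 94 dpc array 6 or arrays 6 and 13 were left out, and the 3′ to 5′ difference of the added RNAs was used as a covariate in periods II and III. The procedure was tested on simulated data with 200 planted changes. Of its calls 3.15%, 7.58% and 5.38% were false in the 3 periods.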

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

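The labelling covariate, all tests by slopes within a stage and the tests of array 13 were chosen after the result was seen.

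The signal of all 55 measured ribosomal protein genes fell from 94 dpc to 1 dpn, also adjusted over the list alone. The paper does not analyse these genes beyond RPL10 as its qRT-PCR reference. Their median change was −0.75, or −0.73 relative to all genes (camera, adjusted p = 1.58e-25, adjusted p = 0.273 with an estimated correlation). RPL5 changed by −1.17 and RPS4X by −1.04. The count of genes takes 1 probe-set per gene, and called probe-sets of RPL35 and RPLP0 went both ways. Scaling is argued against as the whole source, since 67.3% of the genes stayed lower and called after quantile normalization. The median change, not taken relative to all genes, shrank to −0.21. The mean of the list changed by −0.74. The slope on the labelling of added RNAs within a stage gives 0.060 (SE 0.040). The labelling difference was at most 1.0993 at 94 dpc and at least 1.5034 at 1 dpn. This slope was therefore carried beyond the range of either stage and cannot decide on labelling. The slope on the red cell list, which changed by −2.07, gives 0.23 (SE 0.22). It argues against fewer red cell precursors as the source only as far as it holds between the stages. Across arrays the relation of the red cell list to the ribosomal list was weak at 94 dpc (Pearson r = −0.305, permutation p = 0.246, adjusted p = 0.492; Spearman rho = −0.294, permutation p = 0.266; r = −0.249 without the 2 farthest arrays) and at 1 dpn (r = 0.0724, p = 0.791; rho = 0.1, p = 0.714; r = 0.135 without 2 arrays), and a change with age stays open as untested.

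The calls of period II cover most probe-sets, and the 18S rRNA probe-set, outside the genes of the paper, stood 4.56 higher on the log2 scale at 28 dpn than at 1 dpn. Array scaling and labelling are argued against as the whole source, because 84.6% of the calls remained in the same direction after quantile normalization and 88.9% with the 3′ to 5′ difference of added RNAs as a covariate. Carry-over of ribosomal RNA and the quality of the RNA, read from actin, were examined by slopes within a stage only. The mean of all called probe-sets, each signed by its change, moved by 0.9605. Its slope within the 4 stages gives 0.05907 (SE 0.093) for the 18S signal and −0.06446 (SE 0.055) for the 3′ to 5′ difference of actin. The ranges of the 18S signal do not overlap between 1 dpn and 28 dpn. Its slope was therefore carried beyond them, cannot decide on carry-over and leaves it open. The actin difference reached 3.1564 at 1 dpn and began at 3.1467 at 28 dpn. Its slope argues against RNA quality only as far as it holds between the stages. A change with age stays open and was not tested apart. Chance is argued against as the source of the number of calls in all 3 periods, but not for each single call. The splits that follow took no account of sib pairs. In 100 splits of the arrays of each period, the real stages gave 7309, 9375 and 4315 calls and the highest of the other splits 746, 1728 and 1.

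Array 13 of 94 dpc had a log2 signal of the immunoglobulin heavy chain LOC396781 of 12.34, against at most 8.24 on the other arrays of that stage. This is 7.40 above the mean of the others, but that mean (4.94) lies below the background of 6.10, so the size is not exact. Array 13 also had JCHAIN higher by 2.90. Its interferon response genes were high as well (0.91 over the list, relative to all 63 arrays), but so were those of array 14 (0.28), against at most −0.48 on the others. RNA of an older liver of this study is argued against as the source of the immunoglobulin signal. Only 3 single livers of 28 dpn or 188 dpn had enough of it, at a share of at least 72.78%, and the 10 genes with the largest increases in period II lay short of what each share would bring by a median of at least 5.511 on the log2 scale. AFP (0.23) and ALB (0.20) were close to the other arrays. No biological explanation was tested, and the design names none for 1 animal.

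Interferon response genes, which the paper does not discuss, rose in 17 of 20 members and fell in 1 from 1 dpn to 28 dpn. Adjusted over the list alone the numbers were equal. The list passed at the preset correlation (camera, adjusted p = 0.00213, adjusted p = 0.853 with an estimated correlation), with 3.30 for ISG15 and 2.99 for IRF7. The same list fell in 19 of 20 members, or 20 adjusted over the list alone, from 28 dpn to 188 dpn (camera, adjusted p = 1.98e-08, adjusted p = 0.0871 with an estimated correlation), with −2.44 for ISG15 and −2.25 for MX1. Genes of antigen presentation rose in 15 of 17 members, also adjusted over the list alone, from 1 dpn to 28 dpn (camera, adjusted p = 2.21e-05, adjusted p = 0.477 with an estimated correlation), with 2.93 for SLA-DRA and 2.90 for SLA-DQB1. TNNI2, a muscle troponin, fell from 94 dpc to 1 dpn with −5.89 (SE 0.67, adjusted p = 5.27e-09), and was above background on 16 of 16 arrays at 94 dpc and on 7 of 16 at 1 dpn.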

How the results depend on the processing

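Array 6, arrays 6 and 13, and the labelling covariate were alternatives chosen after seeing the data. Over the settings 3759 results of named genes stayed on their side of the threshold, 85 gained and 190 lost the call, and 2 reversed with a call; for lists the numbers were 775, 60, 38 and 2. Of those that stayed, 31 of genes and 35 of lists changed direction without passing in either setting. The calls of periods I, II and III moved by over 1.5 times only with the 75th percentile (4472 and 5321 in periods I and II) and with a 2-fold minimum (1552, 3362 and 544). Called lists were 12, 7 and 20; an estimated correlation left 3, 1 and 3, and fry, which makes no comparison with other genes, gave 25, 23 and 34. The mean of the probe-sets of a gene gave 14, 9 and 18, with glycolysis and neutrophils gained in period I, drug metabolism and B cells in period II, and the fetal liver and AMPK lists lost in period III. Of the genes of Table 2 for HP offspring 6 of 14 passed in their direction in period I. In periods II and III 14 of 20 and 20 of 35 passed in their direction. An adjusted p under 0.01 gave 3 in period I and 12 in period III, and a 2-fold minimum 1, 2 and 2. The filter on standard deviation gave 9 in period II, where it left only 11 genes measured. Of the AP genes 6 passed in the same direction, 11 with an unadjusted p under 0.05 and an adjusted p under 0.25, and 10 with any probe-set of the gene. Quantile normalization reversed A2M in period I to 0.045 and the ribosomal protein list in period III (adjusted p = 0.77); centring reversed ATP6V1D in period II to 0.22; fry reversed the growth hormone and IGF list in period II (adjusted p = 0.0094). Without array 6 period I had 7380 calls and without arrays 6 and 13 7384; the covariate left 8513 calls in period II and 4085 in period III. The cause was not tested, except that a stricter minimum removes calls by construction. No paired analysis was possible because no replicate number is shared between stages. A pseudocount of 1 was not run, since the values are already on the log2 scale. Signals near background, such as GHR at 94 dpc, limit the changes of genes that are silent at a stage.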

Differences from the paper's values

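No test reported here was added after the values were seen, except where array 6, the labelling covariate and TCF7L2 are named. Table 2 of the paper lists 11 genes of oxidative phosphorylation as increased in period II in HP offspring (the paper's value), and 7 of these 11 passed here. The count was within a factor of 1.5 of the paper's after centring on the median of the tested probe-sets (10), with a Wilcoxon rank-sum test (8) and with an unadjusted p under 0.05 and an adjusted p under 0.25 (8). It stayed outside without a filter (6), with the 75th percentile (7), with the filter on standard deviation (3), after quantile normalization (5), with all arrays in 1 fit (7), with a trend (7), with arrayWeights (6), with an adjusted p under 0.01 (5) and with a 2-fold minimum (0). The paper's text does not retain its threshold for these comparisons, and its values were normalised in another way.

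Single genes also differed in direction. The paper lists A2M as increased in period I, PCK2 as decreased in period II and PKM as decreased in period III, and here A2M changed by −0.41, PCK2 by 0.65 and PKM by 0.33, all past the threshold, and these probe-sets were called as the paper lists them under no setting. Other called probe-sets of PCK2 fell, which is the paper's direction. Of the other listed genes that were measured, CSE1L and MAPK9 in period I, NDUFA7 and PIK3CG in period II, and IGF1R, NSF, PRKCZ and RUVBL2 in period III passed under no setting. Quantile normalization called DHCR7, PRKACB and YWHAE in period I, ATP6V1H in period II, and DBT, HIBCH, PPM1D and PRKAG2 in period III. Centring called PRKACB, PTGES3, ATP6V1D, ATP6V1F, ATP6V1H, DBT, EIF3E, EIF4A2, HIBCH, PPM1D, PRKAG2, RND3 and VEGFA. The pair of an unadjusted p under 0.05 and an adjusted p under 0.25 called JUN, PTGES3, ATP6V1H, CANT1, DBT, EIF4A2, POLR1E and VEGFA. JUN also passed with the 75th percentile, the filter on standard deviation, all arrays in 1 fit, a trend, arrayWeights and, chosen after seeing the values, without array 6 or arrays 6 and 13. PTGES3 also passed with the 75th percentile and with all arrays in 1 fit, YWHAE with all arrays and the Wilcoxon test, ATP6V1H with the Wilcoxon test, EIF4A2 with arrayWeights, and EIF3E with the labelling covariate chosen after seeing the values. The paper states that genes regulated in 1 diet group were unregulated or moved the other way in the other group, and 31 of 39 measured AP genes did not pass in HP offspring and 2 moved the other way. PRKAA1, MAPK14, IVD, NCOA1, PPP2R1B and MAP4K4 moved the same way. The paper names TCF4 and STAT6 as regulated by diet and stage; here STAT6 did not pass in period III, and STAT6 in periods I and II and the probe-set annotated as TCF4 in every period were too low to be tested. The symbol TCF4 is also in use for TCF7L2, which fell in periods I and II, and the paper does not say which gene it means.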

Other observations

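The covariate and the exclusion of single arrays were chosen after seeing the data, and the other tests were planned.

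Single genes of nuclear transport changed in HP offspring while their list did not pass. In period II 10 of 17 genes of RAN and nuclear transport fell and 4 rose, with equal numbers adjusted over the list alone, and the list did not pass as a whole (camera, adjusted p = 0.167). The importin KPNA3 changed by −2.03 (SE 0.16, adjusted p = 2.44e-12) and CSE1L by −1.62 (SE 0.11, adjusted p = 5.26e-14). In period III 8 of 16 fell and 1 rose, or 8 and 2 adjusted over the list alone (adjusted p = 0.195), with −1.19 (SE 0.13, adjusted p = 2.14e-08) for KPNA2. Genes of complement and coagulation rose in 14 of 21 and fell in 4 from 94 dpc to 1 dpn (adjusted p = 0.0273, adjusted p = 0.641 with an estimated correlation; the same numbers adjusted over the list alone), among them C2 with 2.93 (SE 0.29, adjusted p = 2.78e-10) and C1R with 2.07 (SE 0.25, adjusted p = 2.14e-08). From 28 dpn to 188 dpn 10 of 18 genes of antigen presentation fell, or 11 adjusted over the list alone, and 1 rose (adjusted p = 0.015, adjusted p = 0.336 with an estimated correlation). PSMB8 changed by −1.45 (SE 0.29, adjusted p = 1.65e-04) and TAP1 by −1.21 (SE 0.14, adjusted p = 5.44e-08). The ribosomal protein genes rose in 14 of 55 in the same period (adjusted p = 2.93e-06, adjusted p = 0.489 with an estimated correlation), by at most 0.26 for RPS25, but 7 passed adjusted over the list alone, and their direction was down after quantile normalization.

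In the list of fat synthesis 3 of 11 genes rose and 6 fell in period I, and 5 of 10 rose and none fell in period II, with equal numbers adjusted over the list alone. In period I PNPLA3 and SCD fell while AGPAT2 and GPAM rose, and in period II DGAT2, the last enzyme of triglyceride synthesis, rose by 2.35 (SE 0.16, adjusted p = 4.26e-14) and FADS2 by 1.32 (SE 0.29, adjusted p = 1.29e-04). The list did not pass in either period (camera, adjusted p = 0.315 and 0.26). Cholesterol synthesis rose in 7 of 13 genes in period II, or 6 adjusted over the list alone, without passing as a list (adjusted p = 0.258). In the acute phase list HAMP, the hormone of iron retention, changed by −5.61 (SE 0.78, adjusted p = 1.62e-07) in period II and by 6.48 (SE 0.76, adjusted p = 4.69e-08) in period III, while the list did not pass in periods I, II or III (adjusted p = 0.107, 0.695 and 0.225). In period I the acute phase list passed upward after quantile normalization (camera, adjusted p = 0.00184), but not without a filter on level (adjusted p = 0.0681). Markers of stellate cells and matrix, with 9 of 21 genes higher and 3 lower in period II (adjusted p = 0.177), of the endothelium, with 3 of 14 higher and 8 lower (adjusted p = 0.5), and of bile duct cells, with 2 of 7 higher and 3 lower (adjusted p = 0.996), did not pass as lists, with the same numbers adjusted over the list alone. Secreted proteins of hepatocytes fell in 10 of 19 genes and rose in 2 in period I (adjusted p = 0.0592), with −1.34 for APOM. Their list passed downward without a filter on level (camera, adjusted p = 0.0382). Its direction was up after quantile normalization, without passing (camera, adjusted p = 0.104). The immunoglobulin heavy chain LOC396781 had mean log2 signals of 5.40, 4.26, 9.57 and 11.15 from 94 dpc to 188 dpn, and the list of B and plasma cells rose in all 4 measured genes in period II without passing (adjusted p = 0.0719).

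Of the genes that the paper measured by qRT-PCR, PPARGC1A, a regulator of mitochondria, changed by −1.70 (SE 0.25, adjusted p = 3.86e-07) in period II. PRKAA1 changed by −1.43 (SE 0.22, adjusted p = 1.10e-06) on the probe-set of Table 4 and by −1.63 on the one with the highest mean. NDUFA4 and NDUFS8 rose in period I by 0.99 (SE 0.091, adjusted p = 4.46e-11) and 0.62 (SE 0.10, adjusted p = 4.51e-06). GADD45B rose in period II by 0.70 (SE 0.22, adjusted p = 0.00558). The diets were not compared.

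Of the arrays of 94 dpc, array 6 had 51.2% of its probe-sets outside the range of the other arrays of its stage, against at most 23.6% for any other. Its C1QC signal lay 4.41 below the mean of the others on the log2 scale, and MARCO and ISG15 lay below background. Its 3′ to 5′ difference was 4.30 for actin and 2.54 for GAPDH, against at most 2.97 and 1.26 on the other arrays of that stage. The mean 3′ to 5′ difference of actin was 2.44 at 94 dpc and 4.10 at 188 dpn. The first principal component held 24.6% of the variance, with the arrays of 94 dpc and 1 dpn on one side and those of 28 dpn and 188 dpn on the other, and the second held 5.33%. Pearson correlations between arrays of a stage lay from 0.834 to 0.922.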
